# Notch signaling regulates remodeling and vessel diameter in the extraembryonic yolk sac

**DOI:** 10.1186/1471-213X-11-12

**Published:** 2011-02-25

**Authors:** Jessica N Copeland, Yi Feng, Naveen K Neradugomma, Patrick E Fields, Jay L Vivian

## Abstract

**Background:**

The signaling cascades that direct the morphological differentiation of the vascular system during early embryogenesis are not well defined. Several signaling pathways, including Notch and VEGF signaling, are critical for the formation of the vasculature in the mouse. To further understand the role of Notch signaling during endothelial differentiation and the genes regulated by this pathway, both loss-of-function and gain-of-function approaches were analyzed in vivo.

**Results:**

Conditional transgenic models were used to expand and ablate Notch signaling in the early embryonic endothelium. Embryos with activated Notch1 signaling in the vasculature displayed a variety of defects, and died soon after E10.5. Most notably, the extraembryonic vasculature of the yolk sac displayed remodeling differentiation defects, with greatly enlarged lumens. These phenotypes were distinct from endothelial loss-of-function of RBPJ, a transcriptional regulator of Notch activity. Gene expression analysis of RNA isolated from the yolk sac endothelia of transgenic embryos indicated aberrant expression in a variety of genes in these models. In particular, a variety of secreted factors, including VEGF and TGF-β family members, displayed coordinate expression defects in the loss-of-function and gain-of-function models.

**Conclusions:**

Morphological analyses of the in vivo models confirm and expand the understanding of Notch signaling in directing endothelial development, specifically in the regulation of vessel diameter in the intra- and extraembryonic vasculature. Expression analysis of these in vivo models suggests that the vascular differentiation defects may be due to the regulation of key genes through the Notch-RBPJ signaling axis. A number of these genes regulated by Notch signaling encode secreted factors, suggesting that Notch signaling may mediate remodeling and vessel diameter in the extraembryonic yolk sac via autocrine and paracrine cell communication. We propose a role for Notch signaling in elaborating the microenvironment of the nascent arteriole, suggesting novel regulatory connections between Notch signaling and other signaling pathways during endothelial differentiation.

## Background

The formation of the vascular system is essential for nutrient and waste transport in the growing embryo. In mice, the developing vasculature initially forms in intraembryonic and extraembryonic regions. In the extraembryonic yolk sac at approximately E7.0-7.5, angioblasts are formed from the differentiation of mesodermal cells. These angioblasts differentiate into endothelial cells, elaborate cell contacts, and lumenize into simple tubes; resulting in the formation of a capillary plexus network [1,2]. The simple plexus of the yolk sac is remodeled and refined after E8.5 to form the larger diameter vessels. During this process, extensive movements of endothelial cells within the plexus occur through a process termed intussusceptive arborization [3], reallocating cells from the capillaries to larger vessels, to assemble a more complex vasculature network [4,5]. This process forms the vitelline arteriole and venule, which participate in the contiguous blood flow with the embryonic vasculature, concomitant with the initiation of flow after E9.0. Although likely context dependent, vessel remodeling also occurs in the adult, during wound healing, reproductive cycling, and tumor progression [6]. More work needs to be done to define the shared and distinct regulatory paths that control vascular differentiation in the various sites of development and in the adult.

Both vasculogenic and angiogenic processes are highly regulative, and under the control of a number of signaling pathways, including the vascular endothelial growth factor (VEGF) pathway, the Notch pathway, and the transforming growth factor-β (TGF-β) pathway, among others [7-10]. Notch signaling is an evolutionary conserved pathway and a determinant of cell fate [11]. Four Notch receptors (Notch 1-4) exist in mice and human along with five ligands (Jagged1 and -2, and Dll1, -3, and -4) [12]. The Notch receptors are activated upon ligand binding, which initiates the proteolysis of its intracellular domain (N-ICD). The N-ICD translocates to the nucleus where it interacts with a family of DNA-binding proteins, termed recombination signal-binding protein for immunoglobulin kappa J region (RBPJ; also known as C-promoter binding factor 1, CBF1), forming a transcriptional activator complex at the regulatory elements of target genes, thereby directing changes in gene expression transcription [12].

Much work has been done to define the roles of the Notch signaling pathway during vascular differentiation. *Notch1*, *Notch4*, *Dll4*, *Jagged1*, and *Jagged2 *are all expressed in the arterial endothelium of vertebrates, *Notch4 *being solely expressed in the endothelia of mouse embryos [13,14]. Mutations in these genes lead to defects in the vasculature, many of which are embryonic lethal. Mutant mice lacking *Notch1 *do not survive post E11.5 and harbor defects in vascular remodeling in the embryo, yolk sac, and placenta [15]. Deletion of *Notch4 *has no visible effect and embryos are viable; however, *Notch1^-/-^Notch4^-/- ^*double mutants have more severe vascular phenotypes than the *Notch1^-/- ^*and are embryonic lethal at E9.5 [10,16]. Expression of an activated form of *Notch4 *or *Notch1 *also leads to vascular defects similar to those seen in the *Notch1^-/- ^*and *Notch1^-/-^Notch4^-/- ^*mice, as well as embryonic lethality at ~E10 [17,18].

Although Notch clearly plays important roles in the formation of the early embryonic vasculature, very little is known about the nature of the downstream targets in vivo, and how changes in Notch activity elicit the observed morphological processes. In vitro analysis has indicated novel Notch targets, including receptors of the VEGF family, VEGFR-3 (*Flt4*) and VEGFR-1 (*Flt1*) [19,20]. Given that several signaling cascades are required for the morphological differentiation of the embryonic vasculature, it is likely that these pathways interact during vascular development.

To better define the activity of Notch signaling in vascular differentiation, a detailed morphological and molecular analysis was performed using developmental models in which the Notch signaling pathway is altered. A gain-of-function Notch1 transgenic model showed that expanded Notch1 signaling in the early vasculature results in defects in embryo growth, defective differentiation during remodeling of the yolk sac vasculature, altered patterns of gene expression, and ultimately embryonic lethality. These phenotypes were compared to embryos lacking Notch signaling in the endothelia, via a tissue-specific loss of RBPJ function. Embryos lacking endothelial *Rbpj *exhibited distinct growth, vascular, and gene expression defects compared to the Notch1 gain-of-function model. Gene expression analysis in the yolk sacs of these models demonstrated altered patterns of expression of a distinct subset of Notch targets. Additionally, several secreted ligands, including the TGF-β ligand TGFβ2 and the VEGF ligands VEGFC and Placenta Growth Factor (PlGF), were altered in these models, suggesting a role for an altered VEGF signaling pathway in the observed phenotypes of these models. Our data suggest a model in which Notch signaling in the endothelia is critical for elaborating a specialized local environment of the developing arterial vasculature, by influencing the expression of secreted factors, which may be important in autocrine or paracrine signaling to direct further morphological differentiation of the vasculature during remodeling.

## Results

### Conditional transgenesis to modulate Notch signaling in the early endothelia

To further understand the functions of Notch signaling in early vascular development, genetic models were employed to modulate Notch activity in the embryonic endothelia. These models employ endothelial-specific Cre-mediated recombination in vivo. To activate and expand Notch1 signaling in the endothelia, a transgenic line *Rosa^Notch ^*[21] was used, which harbors a NOTCH 1 intracellular domain (N1ICD) cDNA downstream of a floxed STOP fragment targeted to the *Rosa26 *locus. Removal of the STOP cassette through *loxP*-mediated recombination, via an endothelial CRE expressing transgene, results in expression of N1ICD in endothelial cells (designated as EC-N1ICD embryos; Figure 1A). To delete Notch signaling in the early endothelia, a mouse line was used which harbors a conditional allele of *Rbpj *(*Rbpj^f ^*mice) [22]. Crossing these mice to endothelial-specific CRE transgenic mice results in the deletion of exons 6 and 7, which encode the DNA binding domain of *Rbpj*, abrogating the activity of RBPJ only in endothelial cells (designated as EC-Rbpj-KO embryos; Figure 1B). The conditional deletion would be predicted to disrupt both Notch1 and Notch4 signaling, which have known redundant functions in early embryonic vascular differentiation [10]. Ablation of *Rbpj *in the endothelia was used to assure a complete disruption of Notch signaling in the developing vasculature.

**Figure 1:**
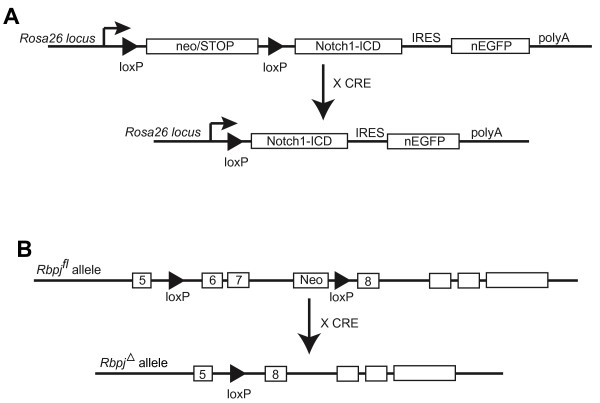
**Conditional mouse EC-N1ICD and EC-Rbpj-KO transgene constructs**. (A) Upon crossing of mice that carry the *Rosa^Notch ^*transgene to a transgenic mouse that expresses CRE in the endothelia, recombination removes the neomycin cassette and induces expression of the *Notch1 *intracellular domain only in endothelial cells. (B) Upon crossing of mice that carry the *Rbpj^f ^*transgene [22] to a transgenic mouse that expresses Cre in the endothelia, recombination will remove the neomycin cassette along with exons 6 and 7, which encode for the DNA binding domains of RBPJ, abrogating the promoter activity of RBPJ only in endothelial cells.

*Tie2-Cre *[23] or *Flk1-Cre *[24] transgenic mice were crossed to either *Rosa^Notch ^*or *Rbpj^f ^*mice. Each of these transgenes expresses the *Cre *recombinase gene and direct expression principally to the vascular endothelium. Identical phenotypes were observed when the *Flk1-Cre *and *Tie2-Cre *transgenic lines were crossed to the *Rosa^Notch ^*and *Rbpj^f ^*models (data not shown). Previous work has demonstrated that these Cre expressing transgenes exhibit restricted endothelial expression of Cre recombinase activity to the endothelial and hematopoietic lineages [24]. The early embryonic expression and recombinase activity of the *Tie2-Cre *and *Flk1-Cre *transgenes was confirmed by crossing these transgenes to a conditional *LacZ *reporter [25]. Both transgenes showed specific expression within the early endothelial and hematopoietic lineages at E8.5 (Additional File 1).

### Regulated Notch signaling is essential for the growth and development of the early embryo

To activate Notch1 signaling throughout the embryonic endothelia, female mice heterozygous for the *Rosa^Notch ^*transgene were crossed with male mice hemizygous for the *Tie2-Cre *transgene, and the resulting embryos were analyzed. At E8.5 the EC-N1ICD mice were morphologically normal and identical to the wild type siblings, with open neural folds and vascularized allantois characteristic of this time point (Additional File 2). Compared to stage-matched wild type embryos at E9.5, EC-N1ICD embryos exhibited an enlarged heart and a reduction in overall size (Figure 2A,B). Growth defects were much more pronounced at E10.5 (data not shown), and no viable embryos were observed after E10.5.

**Figure 2:**
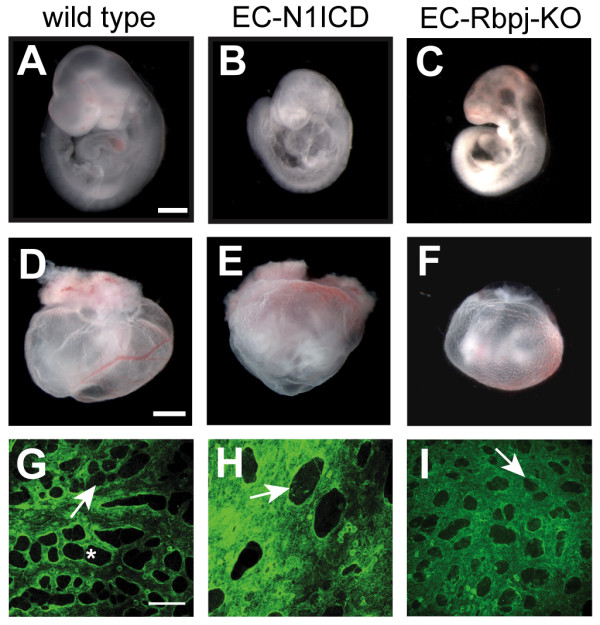
**Defects in growth and yolk sac vasculature remodeling in EC-N1ICD and EC-Rbpj-KO embryos**. (A-C) Lateral view of E9.5 wild type (A), EC-N1ICD (B), and EC-Rbpj-KO (C) embryos. EC-N1ICD and EC-Rbpj-KO embryos were smaller in size than the wild type and exhibited cardiovascular defects. (D-F) Whole mount E9.5 wild type (D), EC-N1ICD (E), and EC-Rbpj-KO (F) embryos with surrounding yolk sac. The EC-N1ICD and EC-Rbpj-KO yolk sac lacked the large, well-defined blood vessels seen in the wild type. The blood in the EC-N1ICD yolk sac collected near the attachment to the placenta. (G-I) Immunofluorescence image of E9.5 wild type (G), EC-N1ICD (H) and EC-Rpbj-KO (H) yolk sac visualized with an antibody to PECAM1. Wild type embryos showed a remodeled yolk sac vasculature, with both large and small caliber vessels. The EC-N1ICD yolk sac did not exhibit branching; all vessels were of a large caliber. The EC-Rbpj-KO yolk sac also failed to show vascular remodeling, although all vessels were of a small caliber. Scale bars are 500 μm (A-C), 1 mm (D-F) and 100 μm (G-I). Arrows (G-I), avascular inter-vessel space. Asterisk (G), capillary collapse.

To ablate Notch signaling in the embryo, *Tie2-Cre *mice were used in a two-generation cross to generate *Tie2-Cre*; *Rbpj^f/f ^*embryos (EC-Rbpj-KO), which lack RBPJ binding activity in the endothelia. The EC-Rbpj-KO embryos displayed severe growth retardation defects at E9.5 similar to those observed in the EC-N1ICD embryos (Figure 2C). The morphological analyses of the gain-of-function and loss-of-function embryos were consistent with other models [10,17,18,26] and confirmed that the appropriate Notch signaling in the endothelia of the early embryo is critical for proper growth and development of the embryo.

### Vascular defects in EC-N1ICD and EC-Rbpj-KO embryos

A detailed comparison of the vasculature was performed to define the vascular defects in the embryonic and extraembryonic vasculature of EC-N1ICD and EC-Rbpj-KO embryos. At E8.5, no overt defects were observed in the developing vasculature of either the EC-N1ICD or EC-Rbpj-KO. In particular, the vascular plexus of the EC-N1ICD yolk sac, visualized by histochemical staining of endothelial cells with an antibody to PECAM1 (CD31), appeared unaffected when compared to stage-matched wild type embryos (Additional File 2; data not shown). The most severe defects were seen in the yolk sac of the developing embryo beginning at approximately E9.5. Gross morphological examination of the vasculature of the yolk sac by whole mount light microscopy showed that at E9.5 the EC-N1ICD yolk sac was the same size as the stage-matched wild type control; however these embryos lacked large diameter vessels (Figure 2D,E), indicating a failure in appropriate blood vessel remodeling occurring at this time point [5]. The EC-N1ICD yolk sac vessels did contain blood cells, although the blood tended to pool near the proximal end of the yolk sac adjacent to the chorioallantoic plate (Figure 2E). EC-Rbpj-KO embryos also lacked vascular remodeling in the yolk sac, failing to form the large vitelline blood vessels [26] (Figure 2F).

Immunofluorescence of PECAM1 stained E9.5 yolk sac revealed the failure of this remodeling in both the EC-N1ICD and EC-Rbpj-KO embryos in greater detail. In the EC-N1ICD embryos, no distinction between large caliber vessels and capillaries was observed (Figure 2H); instead, the vasculature consisted of vessels with an enlarged surface area with greatly decreased avascular inter-vessel space compared to wild type controls, as assessed by lack of PECAM1 expression ('pillars'; Figure 2G,H, arrows). In contrast to the EC-N1ICD vessel defects, the EC-Rbpj-KO embryos exhibited a qualitatively different vessel phenotype in the yolk sac. Although EC-Rbpj-KO embryos also exhibited a lack of vascular remodeling, the yolk sac of these embryos displayed numerous small avascular intervessel spaces (Figure 2I, arrow). These results indicated that the yolk sac vasculature of the EC-Rbpj-KO embryos failed to form the large vitelline blood vessels, reminiscent of the simple vascular plexus seen at E8.5.

Histological sectioning of yolk sac tissue was performed to visualize the vessels in cross-section via PECAM1 immunochemistry and hematoxylin and eosin staining. In the wild type yolk sac a distribution of large and small caliber vessels were present and were filled with blood cells; in striking contrast, the EC-N1ICD yolk sac contained primarily large caliber lumenized vessels that contained blood cells (Figure 3A,B). Both wild type and EC-N1ICD embryos had a range of yolk sac vessel diameter. However, in wild type yolk sac a majority of the vessels measured consisted of small capillaries, while in the EC-N1ICD yolk sac a larger proportion of vessels consisted of a larger cross-sectional area. In EC-N1ICD yolk sac, approximately 36% of vessels measured had an area of 16000 μm^2 ^or greater, while in wild type yolk sac only 5% measured this size (Figure 3E). This enlarged vessel phenotype in response to Notch activation was observed in other sites of vessel differentiation in the developing embryo. The dorsal aortae (DA) of EC-N1ICD embryos were approximately twice the cross-sectional area of wild type embryos (Figure 3C,D, asterisks). The embryo-derived vasculature of the placenta of EC-N1ICD embryos did invade into the labyrinth layer of the placenta (Figure 3G, arrowheads), but exhibited greatly enlarged vessel diameter (Figure 3G, arrows). The EC-Rbpj-KO embryos exhibited a decrease in vessel diameter, including the DA, and arteriovenous malformations [26]. EC-Rbpj-KO embryonic-derived vasculature of the placenta was also reduced in size and did not invade the labyrinth layer of the placenta (Figure 3H, arrow). Immunostaining of E9.5 wild type and EC-N1ICD embryos using anti-SMA, indicated that the dorsal aortae of wild type are surrounded by smooth muscle cells, while the EC-N1ICD did not recruit any SMA-positive cells to the dorsal aorta [27] (Figure 3F,G).

**Figure 3:**
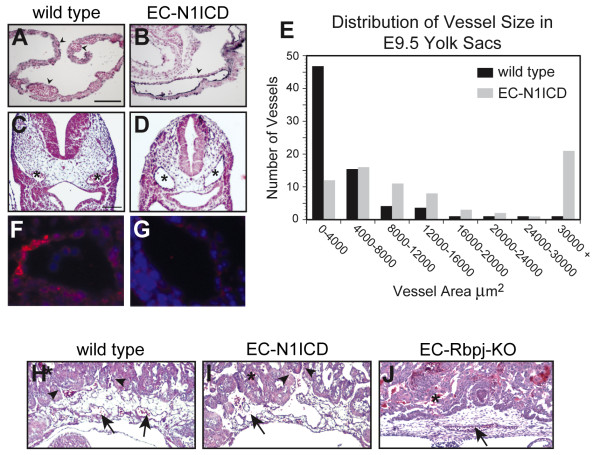
**Defects in vessel diameter in EC-N1ICD and EC-Rbpj-KO embryos**. Histological sections (lateral) of PECAM1 and NFR-stained E9.5 yolk sac (A, B) and embryos (C, D) at the level of the heart. The wild type yolk sac contained both large and small caliber vessels (A, arrowheads). The EC-N1ICD yolk sacs contained primarily large caliber vessels (B, arrowheads), however they were lumenized. The dorsal aortae of the EC-N1ICD embryos (D, asterisk) were approximately twice the area of wild type dorsal aortae (C, asterisk). (E) Distribution of vessel area in the yolk sac of wild type and EC-N1ICD embryos. Both wild type and EC-N1ICD embryos had an array of differently sized vessels. However, wild type yolk sac had a majority of vessels with an area of 0-4000 μm^2^, while EC-N1ICD contained many vessels with an area of 30000 μm^2 ^or greater. (F, G) Histological sections of E9.5 dorsal aorta stained with an antibody to smooth muscle α-actin. The dorsal aortae of the wild type contain SMA-positive cells (F), while the EC-N1ICD dorsal aortae are SMA-negative. (H-J) Histological sections of the placental vasculature in wild type (H), EC-N1ICD (I), and EC-Rbpj-KO (J) embryos. Blood vessels containing nucleated erythrocytes in EC-N1ICD placenta (I, arrow) were of larger caliber than blood vessels in wild type placenta (H, arrow). In both, the fetal vasculature invaded into the maternal portion of the placenta. The vessels of the EC-Rbpj-KO placenta (J, arrow) were small in size and had not invaded into the labyrinthine layer. Asterisk (H-J), maternal blood. Scale bars are 100 μm (A-D).

The morphological analyses of the models of altered Notch signaling were consistent with previous analysis of Notch function in the vasculature [10,17,18,26]. These results point to multiple roles for Notch signaling in the formation of both the intra- and extraembryonic vasculature, including the remodeling of the yolk sac vasculature, the regulation of vessel diameter, and the invasion of the fetal vasculature into the labyrinth layer of the placenta.

### Identification of Notch regulated genes in EC-N1ICD yolk sac and EC-Rbpj-KO yolk sac

Gene expression defects in the Notch models were examined to determine potential molecular mechanisms of how altered Notch disrupts vascular differentiation, through altered expression of putative Notch targets. RNA from yolk sacs of E9.5 wild type, EC-N1ICD and EC-Rbpj-KO embryos (resulting from a cross with *Tie2-Cre *or *Flk1-Cre *mice) was isolated for gene expression analysis via microarray and semiquantitative RT-PCR. 

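In the microarray experiment, RNA of E9.5 yolk sac tissue was measured on 8 single-channel Affymetrix arrays in 2 sets. Each set held 2 mutant and 2 wild type arrays, EC-N1ICD in 1 set and EC-Rbpj-KO in the other. The sample descriptions name a Tie2 transgenic parent for both sets, a C57BL6 strain for the EC-N1ICD set and a mixed strain for the EC-Rbpj-KO set, so each mutant was compared with the wild type of its own set. They give no genotype for the 2 wild type samples of the EC-Rbpj-KO set, which are called wild type in their source name and title. They do not state in words that each array held RNA of a separate embryo, and the p-values measure the spread between these samples. Rbpj, the DNA-binding partner of activated Notch and the gene deleted in the endothelium of EC-Rbpj-KO embryos, had signals of 470 and 497 on the EC-Rbpj-KO arrays and 984 and 919 on their wild type arrays. This is a log2 fold change of -0.98 (standard error 0.17, n = 2 per group, adjusted p = 0.00866 from limma), and the other probe sets of Rbpj had log2 fold changes of -0.81 and -0.53. Without either wild type array of this set, the change in Rbpj no longer passed the test. Notch1 had signals 1.27-fold those of wild type in EC-N1ICD yolk sacs (adjusted p = 0.554), and the files do not say whether its probe set detects the activated transgene. Xist, the RNA that coats the inactive X chromosome of female cells, had signals of 3600 and 3730 on the EC-N1ICD arrays and 2005 on EC-Rbpj-KO replicate 1. On the other 5 arrays it had signals of 77 to 96, and the Y-linked gene Eif2s3y had signals of 702 to 870 there against 9 to 12 on the 3 arrays with Xist. The EC-N1ICD comparison therefore sets arrays with female transcripts against arrays with male transcripts. The deposited value of a probe set is 1 linear signal per array, processed with MAS5 according to the sample descriptions, and the median signal over all probe sets ran from 38 to 51 between arrays. Of the probe sets, 34958 name a single gene, and each of 18194 genes was represented by its probe set with the highest mean signal. The 10913 genes with a mean signal above the 40th percentile were tested on the log2 scale with limma, with all 8 arrays in 1 fit of 4 groups and Benjamini-Hochberg adjustment. A gene rose or fell where its adjusted p was under 0.05. Beside the test, a size rule counted genes that changed at least 2-fold with both mutant arrays beyond both wild type arrays of the set.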

Whole genome microarray identified a large number of gene expression defects in these Notch models, many of which were confirmed with RT-PCR (Figure 4). 

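In EC-N1ICD yolk sacs, Upk3a, a membrane protein of the urothelium, rose 8.96-fold, Ankrd1, an ankyrin repeat protein of stressed muscle, rose 7.89-fold, Npr3, the clearance receptor of natriuretic peptides, rose 6.99-fold and Actc1, cardiac actin, rose 5.22-fold. Calml4, a calmodulin-like protein, had signals of 67 and 96 on the EC-N1ICD arrays and 473 and 729 on the wild type arrays, a log2 fold change of -2.87 (standard error 0.26, n = 2 per group, adjusted p = 0.000935 from limma). Pf4, platelet factor 4, fell by 2.00 on the log2 scale. In EC-Rbpj-KO yolk sacs, Ly86, a partner of a toll-like receptor homolog on immune cells, rose 7.54-fold and Cx3cr1, the fractalkine receptor of macrophages, rose 6.06-fold. Abcb1b, a drug efflux transporter, had signals of 114 and 183 in EC-Rbpj-KO against 1662 and 1509 in wild type, a log2 fold change of -3.45 (standard error 0.30, n = 2 per group, adjusted p = 0.000236 from limma), and Dusp4, a MAP kinase phosphatase, fell by 3.28. Mtmr7, a myotubularin-related phosphatase, had the largest fall of the tested genes on its probe set with the highest signal, 56 and 63 against 985 and 848, while its other probe set had signals of 873 and 851 against 948 and 852. The folds of Ankrd1, Ly86 and Dusp4 are limited by background, since signals of 25 and 34 (wild type, Ankrd1), 29 and 26 (wild type, Ly86) and 36 and 30 (EC-Rbpj-KO, Dusp4) lie below the median of all probe sets on their arrays. With a constant of 16 added to each signal they still passed, at 5.44-fold, 5.16-fold and a log2 fold change of -2.77. Of the 10913 genes tested, 65 changed in EC-N1ICD (41 rose and 24 fell) and 541 changed in EC-Rbpj-KO (218 rose and 323 fell). The size rule counted 195 genes in EC-N1ICD (114 higher and 81 lower) and 354 in EC-Rbpj-KO (187 higher and 167 lower). These compare with 29 and 42 at most when 1 mutant array changed places with 1 wild type array. With the filter at the 60th percentile more were lower than higher, 37 and 35 in EC-N1ICD and 86 and 62 in EC-Rbpj-KO. More were also lower than higher in EC-N1ICD without EC-N1ICD replicate 2 or wild type replicate 2 of that set. The same held in EC-Rbpj-KO without EC-Rbpj-KO replicate 1 or wild type replicate 2 of its set. Ratios of 3' to 5' signal, a sign of RNA quality, were lower on both EC-N1ICD arrays (1.72 and 1.75 for Actb, 2.43 and 2.48 for Gapdh) than on both of their wild type arrays (2.10 and 2.34, and 3.12 and 2.76). On the EC-Rbpj-KO arrays the ratio was higher for Actb (2.29 and 2.09 against 1.90 and 1.84) and overlapped with wild type for Gapdh (4.64 and 3.45 against 3.17 and 3.51). The number of genes changed in EC-N1ICD was 7 without EC-N1ICD replicate 1, 14 and 16 without 1 or the other of its wild type arrays, 137 and 140 without 1 or the other EC-Rbpj-KO array, and 15 with the sex of the embryo in the fit, a setting chosen after the values were seen. The number changed in EC-Rbpj-KO was 191 and 147 without 1 or the other of its wild type arrays, with 56 rises and 91 falls in the latter. With sex in the fit 136 rose and 478 fell in EC-Rbpj-KO. EC-Rbpj-KO replicate 1 is the only array of its set with female transcripts. Sex in the fit therefore gave the same EC-Rbpj-KO fold changes as leaving that array out (median log2 fold change of -0.04 under both). Both settings are 1 check there, and it does not separate sex from anything else particular to that array. The balance of directions turned in EC-Rbpj-KO after median centring (375 rose and 300 fell) and without wild type replicate 1 of its set (103 rose and 88 fell), and in EC-N1ICD without EC-N1ICD replicate 2 (19 rose and 39 fell) and with sex in the fit (6 rose and 9 fell). In EC-N1ICD the calls of Ankrd1, Npr3, Actc1 and Pf4 ended without EC-N1ICD replicate 1 or either wild type array, that of Ankrd1 also without replicate 2 and that of Pf4 with the mean of all probe sets. The calls of Upk3a, Ankrd1, Npr3 and Pf4 ended with sex in the fit (adjusted p of 0.124, 0.242, 0.292 and 0.141), and Actc1 and Calml4 still passed (0.0172 and 0.0185).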

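Groups of functionally related genes, listed before the data were examined, also moved, in EC-N1ICD between arrays that differ in embryo sex and in RNA quality ratios as well. Some lists hold genes that the paper had chosen on these samples. Among them are Apcdd1, Dkk1, Sfrp1 and Wnt4 in the Wnt list, Tagln in the smooth muscle list, and Pf4 and Ppbp in the megakaryocyte list. These lists are therefore not fully independent of the samples. In EC-N1ICD yolk sacs the smooth muscle and mural cell genes rose as a list, with a median log2 fold change of 0.64. Tagln, an actin-binding protein of smooth muscle, rose 2.95-fold, and Myl9, a myosin light chain of smooth muscle, rose 1.81-fold. They were the 2 of 12 tested members past the threshold (7 rose when adjusted over the list alone), the list's adjusted p was 9.25e-07 from camera and 0.0289 with an estimated correlation, and the call of Myl9 ended under 10 of 17 alternatives and that of Tagln under 2. Wnt ligands, targets and antagonists had a median of 0.87 in EC-N1ICD and rose as a list (adjusted p = 6.78e-07 from camera, 0.0354 with an estimated correlation). With sex in the fit and an estimated correlation together, the adjusted p of the smooth muscle and Wnt lists was 0.103 each. The adjustment ran over 30 lists, among them the paper's classes, which were chosen on these samples. Several of those classes had a smaller p than these lists with an estimated correlation (0.00578 and 0.00826 before adjustment). It was not run without them, so whether the lists would pass then is not known. None of the 9 Wnt genes passed limma's threshold alone, 6 were higher at an unadjusted p under 0.05 (2 with the test named in the paper's methods) and 6 rose when adjusted over the list alone, among them the secreted Wnt antagonist Sfrp1 (3.49-fold, adjusted p = 0.160). In EC-Rbpj-KO the Wnt list had a median of 0.52 (adjusted p = 0.00867, 0.249 with an estimated correlation), with Wnt4, a Wnt ligand, and Dkk1, a secreted Wnt antagonist, up 2.45-fold and 5.80-fold (3 of 9 rose when adjusted over the list alone). That median was 0.05 on EC-Rbpj-KO replicate 1 and 0.77 on replicate 2, and the call of the list ended without replicate 2 (adjusted p = 0.198). The wild type signals of Dkk1, 30 and 33, lie below the median of all probe sets on their arrays, and with a constant of 16 added its fold was 4.20, past the test. Primitive erythroid genes were lower in EC-N1ICD, with a median of -1.18 over 17 tested members (adjusted p = 4.96e-12, 0.237 with an estimated correlation). In that list Tfrc, the transferrin receptor, fell by 1.64 on the log2 scale, and 12 members fell when adjusted over the list alone. The calls of Tfrc and of the list ended with sex in the fit, at a list median of -0.30 (adjusted p = 0.372). Relative to wild type the erythroid median was -2.04 on EC-N1ICD replicate 1 and -0.39 on replicate 2, and -0.79 and -0.02 on the EC-Rbpj-KO arrays. In both models it was lower on replicate 1, whose name carries another first number than those of its wild type arrays. Of 10 megakaryocyte and platelet genes Pf4 fell past the threshold in EC-N1ICD, 7 fell when adjusted over the list alone, and the list median was -0.83 (adjusted p = 5.72e-08, 0.176 with an estimated correlation) and -1.28 with sex in the fit (9.73e-07 and 0.252). Of 20 pan-endothelial genes, none passed limma's threshold in EC-N1ICD (3 at an unadjusted p under 0.05, and 1 with that test), while in EC-Rbpj-KO the tight junction gene Cldn5 rose 3.08-fold and the adhesion gene Icam2 rose 2.06-fold. The list median in EC-Rbpj-KO was 0.37 (adjusted p = 0.00720, 0.487 with an estimated correlation; 5 rose and 1 fell when adjusted over the list alone), and 0.47 and 0.16 on its replicates 1 and 2; the call ended without replicate 1, with the filter at the 60th percentile and with sex in the fit (0.101), and that of Icam2 under 12 of 17 alternatives. In EC-N1ICD the pan-endothelial median was -0.56 with sex in the fit (adjusted p = 0.0432, 0.709 with an estimated correlation).

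**Figure D1:**
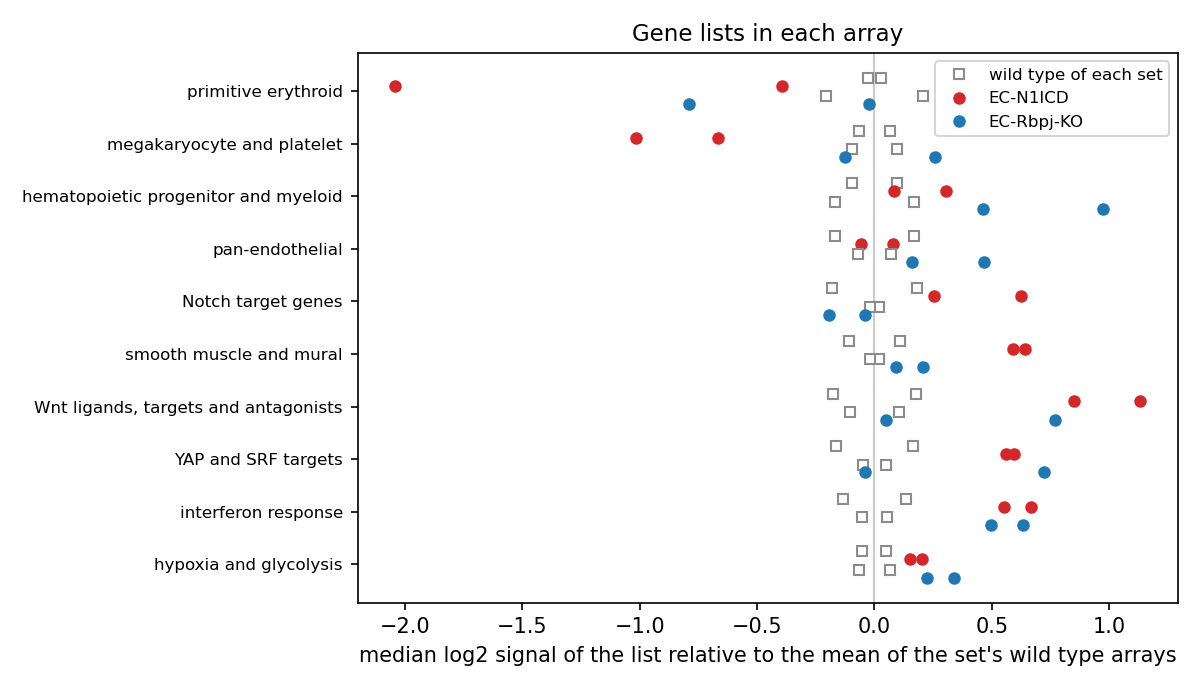
Median log2 signal of 10 gene lists on each array, relative to the mean of the wild type arrays of the same set. Each point is 1 array; the erythroid median is -2.04 and -0.39 on the EC-N1ICD arrays, and the smooth muscle median is 0.59 and 0.64.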

To identify putative Notch targets, genes were categorized on the altered response in the gain-of-function and loss-of-function models (Additional File 3). 

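Of 14 tested genes that Additional File 3 places as higher in EC-N1ICD and lower in EC-Rbpj-KO, 8 rose in EC-N1ICD, among them Tnfaip2, a gene induced by tumor necrosis factor (4.68-fold), and 3 fell in EC-Rbpj-KO, namely Col14a1, Sox11 and Vwf. The other 11 did not pass the test in EC-Rbpj-KO, where Septin4, a cytoskeletal GTPase, had a log2 fold change of -0.68 and Ccn2, the matrix protein listed as Ctgf, one of 0.04. Among the 12 tested genes of the class higher in EC-N1ICD and not lower in EC-Rbpj-KO, 6 rose in EC-N1ICD. Among them were Fbn2, a microfibril protein (2.77-fold), and Cd44, the hyaluronan receptor (2.50-fold). The other probe set of Fbn2 was 1.36-fold higher in EC-N1ICD, at 530 and 462 against 429 and 307. Other probe sets of Cd44 were at 1.63-fold the wild type signal and, on signals of 35 or less, at 1.54-fold and 0.894-fold. In the class lower in EC-Rbpj-KO alone, Efnb2, an ephrin ligand of arterial endothelium, had a log2 fold change of -1.12 in EC-Rbpj-KO (standard error 0.35, n = 2 per group, adjusted p = 0.0977 from limma). None of the 5 tested genes of that class passed limma's threshold there (2 lower and 1 higher at an unadjusted p under 0.05, and 0 with the test named in the paper's methods). The class of possible upregulation during remodeling holds genes lower in both models, and Rnase4, a secreted ribonuclease, fell in each, by 1.04 in EC-N1ICD and by 1.05 in EC-Rbpj-KO on the log2 scale. Of its 9 tested genes 3 fell in EC-N1ICD and 5 in EC-Rbpj-KO. The class of possible downregulation during remodeling holds genes higher in both, and Ch25h, the enzyme that makes 25-hydroxycholesterol, rose 5.13-fold in EC-N1ICD and 4.21-fold in EC-Rbpj-KO. Its wild type signals, 33 and 19 in the EC-N1ICD set and 25 and 31 in the other, lie below the median of all probe sets on their arrays, and with a constant of 16 added its folds were 3.49 and 3.04, both past the test. Of its 6 genes, 2 rose in EC-N1ICD and 3 in EC-Rbpj-KO. When adjusted over the list alone, 14 of 14, 12 of 12 and 6 of 6 genes rose in EC-N1ICD in the 3 classes of higher genes and 8 of 9 fell in the class lower in both; in EC-Rbpj-KO 3 of 14 fell and 1 (Apcdd1, 1.88-fold, adjusted p = 0.0694 over all genes) rose, 4 of 12 rose (Cd44, Ifih1, Jun and Nrarp) and 1 fell (Fbn2), 2 of 5 and 5 of 9 fell and 6 of 6 rose. The study chose these classes on these samples, so their counts are not independent evidence of direction. The EC-N1ICD calls of Tnfaip2, Fbn2, Cd44, Rnase4 and Ch25h ended without EC-N1ICD replicate 1, without wild type replicate 2 of that set and with sex in the fit. Those of Tnfaip2, Cd44 and Ch25h also ended without EC-N1ICD replicate 2, and those of Fbn2, Cd44 and Rnase4 without wild type replicate 1. From this sorting of genes by their response in the gain-of-function and loss-of-function models, the paper takes its putative Notch targets.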

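Sox11, a transcription factor of embryonic progenitor cells, was higher in EC-N1ICD and lower in EC-Rbpj-KO yolk sacs. Its signals were 517 and 607 on the EC-N1ICD arrays against 189 and 191 in wild type, a log2 fold change of 1.56 (standard error 0.21, n = 2 per group, adjusted p = 0.0114 from limma), and 35 and 34 on the EC-Rbpj-KO arrays against 102 and 109, a log2 fold change of -1.61 (adjusted p = 0.00197). Col14a1, a collagen associated with fibrils, had signals of 857 and 953 in EC-N1ICD against 452 and 403, and 258 and 187 in EC-Rbpj-KO against 463 and 406, log2 fold changes of 1.08 (standard error 0.20, n = 2 per group, adjusted p = 0.0337) and -0.98 (adjusted p = 0.0161). Vwf, the von Willebrand factor of endothelium and platelets, fell by 1.75 in EC-Rbpj-KO (adjusted p = 0.00252), and its log2 fold change of 1.16 in EC-N1ICD had an adjusted p of 0.0538. The change differed between the models for each of these genes (adjusted p of the difference 0.00149 for Sox11, 0.0185 for Col14a1 and 0.00908 for Vwf). By limma, 2 genes (Col14a1 and Sox11) rose in EC-N1ICD and fell in EC-Rbpj-KO, where independent lists would share 1.21. By the size rule, 3 genes (Adgrg6, an adhesion G protein-coupled receptor, Sox11 and Vwf) met both conditions, against 1.74 expected of independent lists. There were fewer than expected by wider rules, 16 against 22.4 at 1.5-fold, and 43 against 82.4 at an unadjusted p under 0.05 in both models (24 with the test named in the paper's methods). The count by the size rule was 7 without EC-Rbpj-KO replicate 1 and also without wild type replicate 2 of its set (against 2.62 and 2.24 expected), 2 to 4 without any other 1 array, 1 with the mean of all probe sets and 0 with the filter at the 60th percentile (against 0.414). Without both replicate 1 arrays, a setting chosen after the values were seen, it was 11 against 2.67. Adgrg6 was named after its values were seen, with log2 fold changes of 1.39 (adjusted p = 0.138) and -1.48 (adjusted p = 0.0431). The EC-Rbpj-KO signals of Sox11 lie below the median of all probe sets on their arrays, which limits the size of its fall (-1.27 with a constant of 16 added, still past the test). That fall rests on the probe set with its highest signal, since the other 5 probe sets had log2 fold changes of -0.35 to 0.42 in EC-Rbpj-KO. The EC-N1ICD calls of Sox11 and Col14a1 ended without either EC-N1ICD array, without either wild type array of that set and with sex in the fit, and the EC-Rbpj-KO call of Col14a1 ended without EC-Rbpj-KO replicate 2 or either of its wild type arrays. The difference between the models stayed past the test for Sox11 and Vwf under each alternative that tested them. Neither was tested with the filter at the 60th percentile. For Col14a1 that difference ended without EC-N1ICD replicate 1 and without either wild type array of that set. It also ended without wild type replicate 1 of the other set and with the mean of all probe sets.

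**Figure D2:**
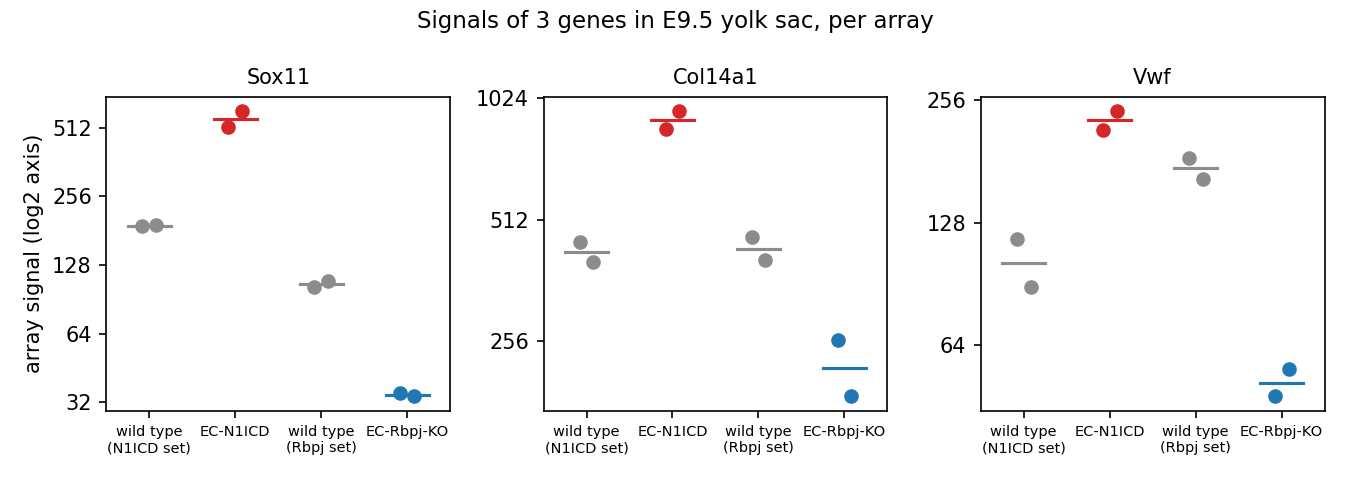
Signals of Sox11, Col14a1 and Vwf on each of the 8 arrays, on a log2 axis. Points are arrays and each bar marks the geometric mean of 2 arrays; for Sox11 the EC-N1ICD arrays are at 517 and 607 and the EC-Rbpj-KO arrays at 35 and 34.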

Only a relatively small set of genes displayed upregulation in the EC-N1ICD model and downregulation in the EC-Rbpj-KO model, which would be suggestive of genes that are positively regulated by the Notch1-Rbpj axis. 

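Mpo, the myeloperoxidase of granulocytes, had signals 0.279-fold those of wild type in EC-N1ICD, a log2 fold change of -1.84 (standard error 0.27, n = 2 per group, adjusted p = 0.0156 from limma), and 2.05-fold those of wild type in EC-Rbpj-KO (adjusted p = 0.0535). Rgs18, a regulator of G protein signaling in platelets and their precursors, fell by 2.09 on the log2 scale in EC-N1ICD (adjusted p = 0.0421), and its signals were 2.45-fold those of wild type in EC-Rbpj-KO (adjusted p = 0.0887). Hp, the hemoglobin scavenger haptoglobin, had log2 fold changes of -1.07 in EC-N1ICD (adjusted p = 0.156) and 1.03 in EC-Rbpj-KO (adjusted p = 0.0712). Hp was named after its values were seen. These 3 genes met the size rule as lower in EC-N1ICD and higher in EC-Rbpj-KO, against 1.39 expected of independent lists. That count was 0 without wild type replicate 2 of the EC-Rbpj-KO set, 5 without wild type replicate 2 of the EC-N1ICD set (against 2.42 expected), 2 to 4 without any other 1 array, 1 with an added constant, 2 after quantile normalization or with the mean of all probe sets and 0 with the filter at the 60th percentile. The change differed between the models for Mpo (adjusted p of the difference 0.0185) and for Rgs18 (0.0375), though for Mpo not without EC-N1ICD replicate 1 or wild type replicate 1 of that set, and for Rgs18 not under 8 of 15 alternatives. By limma, 0 genes fell in EC-N1ICD and rose in EC-Rbpj-KO, where independent lists would share 0.479. At an unadjusted p under 0.05 in both models there were 15 such genes with limma, against 49.9 expected, and 10 with the test named in the paper's methods. The size rule at 1.5-fold gave 9, against 14.7 expected. The EC-N1ICD signals of Mpo (35 and 38) and Rgs18 (31 and 23) lie below the median of all probe sets on their arrays, and with a constant of 16 added the log2 fold changes were -1.49 and -1.60, both past the test. Mpo and Rgs18 no longer passed the test in EC-N1ICD without EC-N1ICD replicate 1, without wild type replicate 1 of that set or with sex in the fit. Rgs18 also did not pass without EC-N1ICD replicate 2 or wild type replicate 2 and with the mean of all probe sets. With sex in the fit the log2 fold changes were -1.72 for Mpo (standard error 0.48) and -2.90 for Rgs18 (standard error 0.62).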

Interestingly, no genes were identified as being downregulated in the EC-N1ICD model and upregulated in EC-Rbpj-KO (Additional File 3).

**Figure 4:**
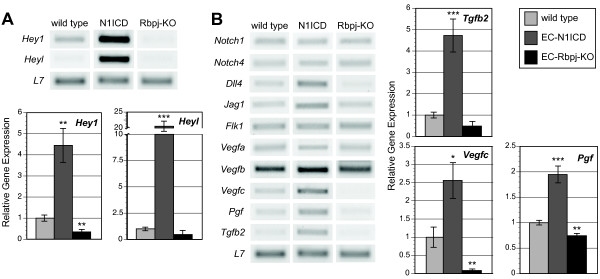
**Gene expression in transgenic EC-N1ICD and EC-Rbpj-KO embryo yolk sacs**. Semiquantitative RT-PCR analysis was used to confirm gene expression differences seen in whole genome microarrays. (A) RT-PCR analysis of *Hey1 *and *Heyl *in wild type, EC-N1ICD, and EC-Rbpj-KO E9.5 yolk sacs. Quantitated relative mRNA levels are shown in the lower graph. (B) RT-PCR analysis of genes critical for the formation of the early embryonic vasculature. Quantitated relative mRNA levels of select genes are shown in the graphs to the right. * p < .05, ** p < .01, *** p < .001 compared to wild type.

The members of the Hairy/Enhancer of split-related (HES/HEY) family are well described Notch targets, many of which are directly regulated by Notch1 signaling via its binding to RBPJ [28] to regulatory regions of these loci. The microarray datasets revealed that in yolk sacs of EC-N1ICD embryos, both *Hey1 *and *Heyl *were highly induced, and expression of these genes was reduced in the EC-Rbpj-KO; these results were confirmed by semi-quantitative RT-PCR (Figure 4A). 

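Hey1, a transcriptional repressor induced by Notch, had a mean signal of 308 on the EC-N1ICD arrays (SD 14.8, n = 2) and of 125 on their wild type arrays (SD 31.1, n = 2). It rose 2.51-fold, a log2 fold change of 1.33 (standard error 0.24, n = 2 per group, adjusted p = 0.0364 from limma). In EC-Rbpj-KO yolk sacs its signals were 66 and 69 against 72 and 70 in wild type, a log2 fold change of -0.07 (adjusted p = 0.906). Heyl, a related repressor, had low signals, 71 and 103 in EC-N1ICD against 49 and 33, a log2 fold change of 1.09 (standard error 0.51, n = 2 per group, adjusted p = 0.507 in the fit without a filter). In EC-Rbpj-KO Heyl had signals of 17 and 63 against 30 and 47, a log2 fold change of -0.20 (adjusted p = 0.909). Another probe set of Heyl was 3.26-fold higher in EC-N1ICD, at 90 and 119 against 28 and 36, and 1.23-fold higher in EC-Rbpj-KO. Nrarp, a target of Notch that restrains its signaling, rose 4.23-fold in EC-N1ICD, from 735 and 628 in wild type to 3112 and 2648, a log2 fold change of 2.08 (standard error 0.16, n = 2 per group, adjusted p = 0.000385). In EC-Rbpj-KO Nrarp rose 1.68-fold (adjusted p = 0.0222), on signals of 1598 and 1514 against 855 and 1001. Its change differed between the models (adjusted p of the difference 0.0421, over the threshold under 9 of 16 alternatives). Another probe set of Nrarp was 1.94-fold higher in EC-N1ICD, at 505 and 450 against 229 and 265. In EC-Rbpj-KO that probe set was 1.20-fold higher, with overlapping signals (186 and 204 against 210 and 126). Hey1 and Nrarp were the 2 of 5 tested Notch target genes that rose in EC-N1ICD, and also when adjusted over the list alone, and the list had an adjusted p of 4.37e-04 from camera (0.176 with an estimated correlation). The change of the list differed between the models by a median of 0.72 on the log2 scale (adjusted p of the difference 0.00349 from camera, 0.386 with an estimated correlation). The call of Hey1 ended without any 1 of the 4 arrays of its set and without wild type replicate 2 of the EC-Rbpj-KO set. It also ended without a filter on low signal and with sex in the fit. With sex in the fit the log2 fold change of Hey1 was 1.39, with a larger standard error (0.42 against 0.24). The call of Nrarp in EC-N1ICD held under all 17 alternatives. In EC-Rbpj-KO the call of Nrarp ended without EC-Rbpj-KO replicate 1, without either wild type array of that set and with sex in the fit.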

Expression of *Hey1 *and *Heyl *was increased 4.4-fold and 20.5-fold in the EC-N1ICD model respectively, and decreased to 35% and 46% of wild type levels in the EC-Rbpj-KO yolk sac tissue, respectively. 

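Hes1, a repressor regulated by Notch in many tissues, had a log2 fold change of 0.31 in EC-N1ICD (standard error 0.19, n = 2 per group, adjusted p = 0.597 from limma) and of -0.41 in EC-Rbpj-KO (adjusted p = 0.262). Hes6, which opposes Hes1 in developing neurons, had log2 fold changes of -0.17 (adjusted p = 0.818) and -0.15 (adjusted p = 0.723). Another probe set of Hes6, with signals of 54 and 67 in EC-Rbpj-KO against 118 and 131 in wild type, was 2.07-fold lower there. Hes2, Hes3, Hes5 and Hes7 had mean signals below the filter and were not tested. Of 5 tested Notch target genes, none passed limma's threshold as lower in EC-Rbpj-KO (0 at an unadjusted p under 0.05, and 0 with the test named in the paper's methods). As a list these genes had a median log2 fold change of -0.10 in EC-Rbpj-KO while their mean and the test pointed upward (adjusted p = 0.910 from camera). With 2 arrays per group, a p over the threshold does not show that a level stayed the same, and in simulated data 56.7% of genes shifted 2-fold in EC-Rbpj-KO and 52.2% in EC-N1ICD passed it. These shares depend on how many genes were shifted in the simulation, so they are only a rough guide to these arrays.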

Interestingly, the expression of other HES family members, such as *Hes1 *and *Hes6 *was not affected in these Notch models (data not shown), consistent with a context-dependent regulation of Notch targets [29,30]; i.e. Notch signaling invokes distinct downstream targets depending on both the cell type and the local environment.

The expression of the endogenous Notch ligands and receptors was also examined in detail. Previous work has suggested a potential autoregulatory loop for Notch signaling in the control of ligands and receptors [31,32]. 

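Notch1, Notch2 and Notch3, receptors of the Notch pathway, had log2 fold changes of 0.34, 0.32 and 0.71 in EC-N1ICD (adjusted p of 0.554, 0.549 and 0.271 from limma) and of -0.48, -0.39 and 0.63 in EC-Rbpj-KO (adjusted p of 0.207, 0.261 and 0.196). Notch4, a receptor of endothelium, had a mean signal below the filter, with signals of 116 and 73 in EC-Rbpj-KO against 40 and 46 in wild type, 2.15-fold higher (adjusted p = 0.245 in the fit without a filter), and a log2 fold change of 0.05 in EC-N1ICD (adjusted p = 0.988). Dll4, the Delta-like ligand of arterial and tip cell endothelium, had signals of 73 and 70 on the EC-N1ICD arrays against 71 and 68 in wild type, also below the filter (log2 fold change 0.04, standard error 0.31, n = 2 per group, adjusted p = 0.985 in the fit without a filter). Another probe set of Dll4 was 1.43-fold higher in EC-N1ICD and 1.58-fold higher in EC-Rbpj-KO. Jag1, the Jagged ligand of endothelium and smooth muscle, had signals of 120 and 177 in EC-N1ICD against 126 and 76, a log2 fold change of 0.57 (standard error 0.38, n = 2 per group, adjusted p = 0.621). In EC-Rbpj-KO the log2 fold change was -0.37 for Jag1 (adjusted p = 0.633) and 0.20 for Dll4 (adjusted p = 0.832). None of the 6 tested receptors and ligands passed limma's threshold in either model, also when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher in EC-N1ICD, and 1 was higher and 1 lower in EC-Rbpj-KO; the test named in the paper's methods counted 0 in EC-N1ICD and 1 lower in EC-Rbpj-KO. The list had an adjusted p from camera of 0.201 in EC-N1ICD and of 0.743 in EC-Rbpj-KO. The log2 fold change of Jag1 in EC-N1ICD was 0.29 without EC-N1ICD replicate 2, 0.21 and 0.94 without wild type replicates 2 and 1 of that set, and -0.27 with sex in the fit.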

Although expression of the Notch family receptors was not altered in either the EC-N1ICD or EC-Rbpj-KO yolk sacs, the Notch ligands Delta-like 4 (*Dll4*) and Jagged 1 (*Jag1*) showed higher expression in EC-N1ICD (2.5-fold and 2.0-fold, respectively) with little or no change in expression in EC-Rbpj-KO yolk sac. These findings point to specific Notch pathway targets in the extraembryonic yolk sac vasculature.

### Notch-Rbpj signaling regulates vascular expression of key signaling molecules

Given the defects in vessel diameter and remodeling in response to altered Notch activity, we wished to focus gene expression analysis on secreted factors. Genes encoding several known and putative secreted factors were differentially expressed in the Notch models (Additional File 4). 

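Igfbp3, a carrier of insulin-like growth factors, rose 3.98-fold in EC-N1ICD (log2 standard error 0.21, n = 2 per group, adjusted p = 0.00242 from limma) and 3.97-fold in EC-Rbpj-KO (adjusted p = 0.000661). Vtn, the adhesion protein vitronectin, rose 2.97-fold (adjusted p = 0.00719) and 4.74-fold (adjusted p = 0.000253). Oit3, a secreted protein of liver, fell by 1.70 on the log2 scale in EC-N1ICD (adjusted p = 0.0120), had a log2 fold change of 0.62 in EC-Rbpj-KO (adjusted p = 0.158) and differed between the models (adjusted p of the difference 0.0204, over the threshold under 4 of 15 alternatives). Adamts4, a protease of matrix proteoglycans, fell by 1.28 in EC-Rbpj-KO (adjusted p = 0.0149) and had a log2 fold change of -0.85 in EC-N1ICD (adjusted p = 0.177). Tgfb2, the cytokine transforming growth factor beta 2, had log2 fold changes of 1.41 in EC-N1ICD (adjusted p = 0.159) and 0.48 in EC-Rbpj-KO (adjusted p = 0.538). Of 17 tested genes that Additional File 4 lists as higher in EC-N1ICD, 4 rose there, 3 rose in EC-Rbpj-KO and 2 fell in EC-Rbpj-KO. Of 5 tested genes it lists as lower, 3 fell in EC-N1ICD and 3 in EC-Rbpj-KO. The falls in EC-N1ICD include Pf4, as which the entry Cxcl4 was read. That file gives Cxcl4 the gene name chemokine (C-X-C motif) ligand 2. When adjusted over the list alone, 17 of 17 rose and 4 of 5 fell in EC-N1ICD, while in EC-Rbpj-KO 6 of 17 rose and 2 fell, and 3 of 5 fell and 1 (Oit3) rose. These counts are not independent evidence, as the study chose these genes on these samples. The call of Igfbp3 in EC-N1ICD ended with sex in the fit, and those of Vtn and Oit3 also without EC-N1ICD replicate 1 or wild type replicate 1 of that set. The call of Adamts4 in EC-Rbpj-KO ended without either wild type array.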

Expression defects of a subset of these genes were confirmed via RT-PCR, with a focus on genes with putative roles in vascular differentiation and that display coordinate defects in expression in the EC-N1ICD and EC-Rbpj-KO models. 

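Vegfc, a growth factor of lymphatic and venous endothelium, had signals of 899 and 605 on the EC-N1ICD arrays and 239 and 138 on their wild type arrays. It rose 4.06-fold, a log2 fold change of 2.02 (standard error 0.29, n = 2 per group, adjusted p = 0.0145 from limma). In EC-Rbpj-KO the signals were 54 and 45 against 66 and 71, a log2 fold change of -0.47 (adjusted p = 0.396), and the change in Vegfc differed between the models (adjusted p of the difference 0.0375, over the threshold under 9 of 15 alternatives). The other 2 probe sets of Vegfc were 2.55-fold and 3.33-fold higher in EC-N1ICD and 2.36-fold and 2.31-fold lower in EC-Rbpj-KO. Pgf, placental growth factor, had signals of 232 and 234 in EC-N1ICD against 136 and 127, a log2 fold change of 0.83 (standard error 0.23, n = 2 per group, adjusted p = 0.161). In EC-Rbpj-KO the log2 fold change of Pgf was 0.53 (adjusted p = 0.224). Vegfa and Vegfb, which act on blood vessel endothelium, had log2 fold changes of 0.04 and -0.13 in EC-N1ICD and 0.04 and -0.64 in EC-Rbpj-KO, none past the test. The VEGF receptor genes Flt1 and Kdr had log2 fold changes of 0.59 (adjusted p = 0.343) and -0.19 in EC-N1ICD. Of 9 tested genes of the VEGF family and its receptors, Vegfc rose in EC-N1ICD (2 genes when adjusted over the list alone; adjusted p of the list 0.0932 from camera). In EC-Rbpj-KO none of them passed limma's threshold, also when adjusted over the list alone (2 at an unadjusted p under 0.05, and 1 with the test named in the paper's methods), and the list had an adjusted p of 0.984. The rise of Vegfc no longer passed the test without EC-N1ICD replicate 1, without wild type replicate 2 of that set or with sex in the fit.

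**Figure D3:**
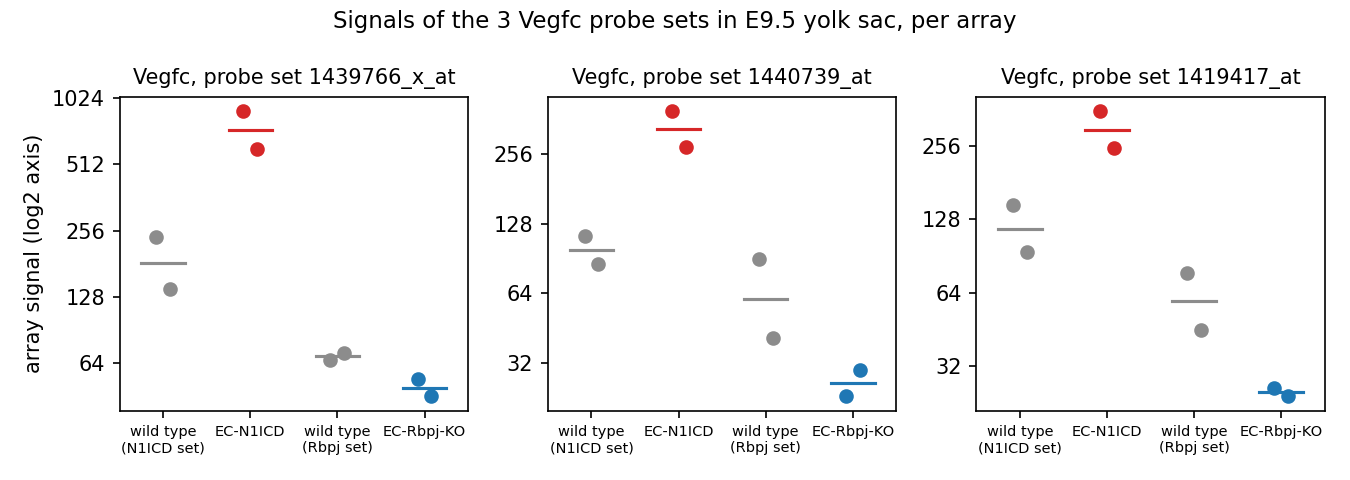
Signals of the 3 probe sets of Vegfc on each of the 8 arrays, on a log2 axis. Points are arrays and each bar marks the geometric mean of 2 arrays; the probe set used for the test has signals of 899 and 605 in EC-N1ICD and 54 and 45 in EC-Rbpj-KO.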

Although the expression of some VEGF family members was not significantly different in yolk sac, the microarray datasets indicated that expression of the VEGF family members *Vegfc*, encoding VEGF-C, and *Pgf*, encoding Placenta Growth Factor (PlGF), were both increased in EC-N1ICD and *Vegfc *was decreased in EC-Rbpj-KO (Additional File 4). RT-PCR confirmed that *Vegfc *was upregulated 2.6-fold in the EC-N1ICD and decreased to 8% in the EC-Rbpj-KO compared to control yolk sac tissue; *Pgf *was upregulated 1.9-fold in the EC-N1ICD and decreased to 74% in the EC-Rbpj-KO compared to control yolk sac tissue. The secreted cytokine *Tgfb2 *also exhibited increased expression in the yolk sacs of EC-N1ICD yolk sac tissue (4.7-fold) and decreased expression in EC-Rbpj-KO (49% of wild type levels) (Figure 4B).

Given that the N1ICD was activated specifically in the endothelia in this transgenic model, we wished to confirm that the gene expression defects in this model are confined to the endothelial lineage, to determine if the gene expression defects are intrinsic to the endothelium, or are associated with another cell type within the yolk sac. To these ends, gene expression of Notch regulated genes was examined in endothelial cells purified via flow cytometry. Via fluorescent activated cell sorting (Additional File 5), PECAM1 + cells were isolated from dissociated yolk sacs of E9.5 wild type or EC-N1ICD embryos (from a cross with *Flk1-Cre *mice) and RNA was isolated from the purified cells for gene expression analysis via real time PCR. To confirm the enrichment of sorted endothelial cells within the PECAM1+ population, expression of lineage markers were compared between RNA from purified PECAM1+ cells and from whole unsorted wild type yolk sac tissue. Endothelial specific genes such as *Cdh5 *(*VE-cadherin*) and *Pecam1 *exhibited significant enrichment in PECAM1+ cells (5.7-fold and 6.7-fold respectively). In contrast, the levels of the primitive visceral endodermal marker *Rhox5 (Pem) *[33] were reduced to 10% in the sorted cells compared to whole wild type yolk sac tissue (Figure 5A), demonstrating a substantial reduction of visceral endoderm cells in the purified endothelial cells. These findings demonstrate a specific enrichment of yolk sac endothelial cells via flow sorting.

**Figure 5:**
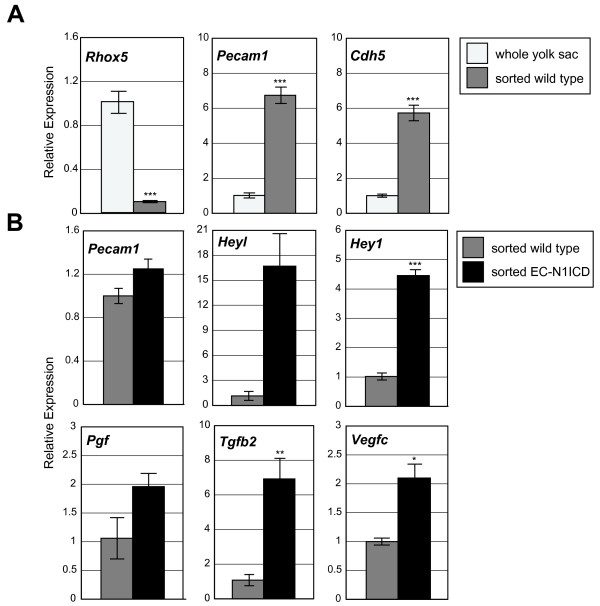
**Gene expression in transgenic EC-N1ICD PECAM1+ sorted yolk sac tissues**. Real time-PCR analysis was used to analyze gene expression differences seen in PECAM1+ sorted yolk sac cells. (A) Real time-PCR analysis of *Cdh5, Pecam1 *and *Rhox5 *in wild type E9.5 whole yolk sac tissues and sorted yolk sac endothelial cells. (B) Real time-PCR analysis of select Notch responsive genes. * p < .05, ** p < .01, *** p < .001 compared to wild type.

The Notch-responsive genes identified in the previous analysis of whole yolk sac tissues were then examined in the sorted yolk sac endothelial cells. The endothelial marker, *Pecam1 *exhibited statistically equivalent expression between the EC-N1CD and wild type sorted cells, similar to that seen in whole yolk sac tissues (data not shown). However, expression of *Hey1 *and *Heyl *was increased 4.4-fold and 16.7-fold in the EC-N1ICD sorted endothelial cells respectively. Similarly, the VEGF family members *Vegfc *and *Pgf *were upregulated 2.1-fold and 1.9-fold, respectively in sorted EC-N1ICD endothelial cells compared to wild type, while *Tgfb2 *was increased 6.9-fold (Figure 5B). These results demonstrate that the expression of these genes is upregulated specifically in the endothelial lineages in EC-N1ICD yolk sac. Taken together, the gene expression defects demonstrate that Notch-Rbpj signaling acts to regulate many key genes specifically in the endothelia of the developing yolk sac. The misexpression of some of these factors may contribute to the vascular differentiation defects seen in the transgenic models.

### Putative Notch regulated genes contain potential RBPJ binding sites in the upstream regulatory region

The in vivo studies have identified a number of putative Notch regulated genes in the developing vasculature. Many of these genes are known Notch targets, including *Hey1 *and *Heyl*, with known RBPJ binding sites within regulatory elements [28]. These studies however also identified altered expression of several genes, including *Vegfc*, *Tgfb2*, and *Pgf*, for which their regulation by Notch signaling has not previously been described. Bioinformatic tools were used to determine if these genes are potentially direct targets of Notch signaling through RBPJ. Several RBPJ binding sites, with a core consensus binding sequence GTGGGAA [34], have been previously identified in known Notch targets such as the HES family members [28,35]. The bioinformatic tool, ECR browser [36], was used to determine if canonical RBPJ binding sites were observed in the promoter proximal regions of loci encoding the secreted factors, *Vegfc*, *Pgf*, and *Tgfb2*. The mouse, human, and rat genomic sequences of each of the target genes were aligned and examined for the RBPJ conserved transcription factor binding sites (TFBS) within the evolutionary conserved regions (ECRs) upstream and downstream of the start site. In each of the genes a GTGGGAA consensus sequence was found, indicating a potential RBPJ site (Additional File 6). In the *Vegfc *locus, an RBPJ binding site is apparent approximately 7.8kb upstream of the start site, while the *Pgf *locus harbors an RBPJ binding site 4.1kb upstream and one 3.8kb downstream of the transcriptional start site. RBPJ sites were observed at approximately 2.5kb and 5.8kb upstream of the start site of the *Tgfb2 *locus. The putative Notch binding sites in each gene suggests that these genes may be direct targets of Notch signaling.

## Discussion

Numerous studies have indicated critical roles for Notch signaling in the proper formation and maintenance of the early vascular system in the mouse. However, the mechanisms by which Notch signaling regulates such diverse aspects of endothelial differentiation in its various contexts are active areas of research. Our analysis details the morphological and molecular defects associated with altered Notch signaling in vivo, with a focus on the extraembryonic vasculature of the yolk sac. This work has characterized distinct morphological defects in the early embryonic and extraembryonic vasculature associated with loss or gain of Notch activity. Substantial gene expression differences in these models point to putative Notch target genes, and suggest potential mechanisms by which Notch signaling directs endothelial cell differentiation.

Morphological analysis of both EC-N1ICD and EC-Rbpj-KO models confirmed that the regulation of Notch signaling is critical in the formation of the intra- and extraembryonic vasculature of the developing embryo. Detailed examination of the yolk sac vasculature, dorsal aortae, and fetal vasculature of the placenta revealed an enlarged vessel phenotype in the EC-N1ICD, remarkably apparent within the yolk sac, in which the plexus is converted to a mass of large diameter vessels (Figure 6A). In contrast, small caliber non-remodeled vessels are present in the EC-Rbpj-KO yolk sac model (Figure 6A). Other Notch models have demonstrated malformations in vessel diameter resulting from altered Notch activity, including other models of activated Notch in vivo [18,27]. *Notch1 *deficient mice [15], mice lacking *Rbpj *in the endothelia, and *Dll4^+/- ^*embryos [26] each exhibit collapsed dorsal aortae and a lack of vascular remodeling. In contrast, embryos overexpressing either *Dll4 *[37] or *Notch4 *[17] have enlarged dorsal aortae. Data indicated that the enlargement of the dorsal aortae in mice overexpressing *Dll4 *was due not to a proliferation of endothelial cells, but to the improper migration of these cells [26]. These data point to an important role for Notch signaling to regulate vessel diameter.

**Figure 6:**
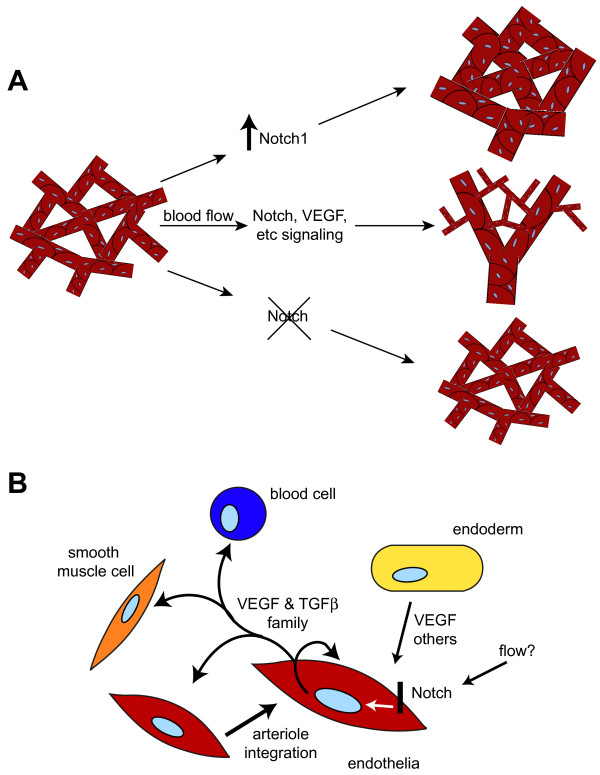
**Notch regulates the expression of key genes and the remodeling of the yolk sac vasculature**. (A) Proposed model depicts the Notch pathway as a key component in the regulation of the remodeling of the vasculature. In wild type yolk sac Notch acts in concert with VEGF and other signaling families to direct the integration of the endothelial cells into both large and small caliber vessels. When Notch is activated this integration is increased leading to very large caliber vessels with limited intra-vascular space. When Notch activity is abrogated the integration is limited and the vascular retains the simple unremodeled appearance of the early vascular plexus. (B) Proposed model of signaling in the endodermal and endothelial cells of the early yolk sac. Signaling from the endoderm and regulation from blood flow activates Notch signaling in select endothelial cells. Notch activates the expression of select secreted genes that act in both a paracrine and juxtacrine manner to direct endothelial cell migration and integration within the developing vasculature.

Given that Notch signaling is associated with arterial identity [13,14], this function of Notch signaling to control vessel size may represent an aspect of Notch function in the definition of the arteriole. The mechanisms of how Notch and other signaling pathways control vessel size in the various regions of the developing embryo are not well defined, and are likely context dependent. Some models suggest that directional cell division is important to dictate whether endothelial cell proliferation within a patent vessel results in an increase in luminal diameter [38]. Other models suggest the recruitment of endothelial or angioblast cells into existing vessels as an important mechanism to increase vessel diameter [39]. The remodeling process of the yolk sac makes extensive use of reallocation of cells during remodeling (discussed below), suggesting complex roles for Notch signaling in controlling endothelial cell behavior during remodeling.

The yolk sac vasculature represents a genetically tractable model to study endothelial differentiation, and the work presented here has made extensive analysis of this tissue. Endothelial differentiation within the yolk sac is initiated as groups of cells from the proximally situated extraembryonic mesoderm condense into blood islands by approximately embryonic day 7.0, which subsequently migrate toward the distal region of the yolk sac. The peripheral cells will differentiate to the endothelial cells lining the vasculature, whereas the inner cells become blood cells. The endothelial cells expand and fuse to form the vascular plexus, which is contiguous with the embryonic vasculature at the onset of blood flow [40]. The capillaries are then remodeled into the hierarchical vascular network of vitelline artery, capillaries, and vitelline vein. Observations of vessel remodeling in the yolk sac, particularly in the chick embryo, suggest that the formation of large diameter vessels is from pre-existing capillary-derived endothelial cells. This process involves the collapse of some capillary microvessels, and the endothelial cells from the capillary are then recruited into the nascent vessels to result in a larger diameter vessel (Figure 2G, asterisk). This mode of remodeling resembles the process of intussusceptive arborization, which has been suggested to be an efficient and rapid mode of angiogenesis in a variety of sites [3]. Although Notch signaling does play a significant role in sprouting angiogenesis [41] in many other contexts, the remodeling of the yolk sac in the early embryo may not utilize a sprouting angiogenesis method. Instead, this early vascular remodeling is a rather distinct vascular mechanism that is not entirely clear and remains to be studied in detail.

Based on this model of endothelial remodeling within the yolk sac plexus, the defects in vessel diameter and the remodeling failure in the Notch models used in this study indicate a possible defect in the reallocation of endothelial cells from capillaries into arterioles, suggesting that Notch plays a significant role in this migration. The phenotype observed in the EC-N1ICD yolk sac vasculature is possibly due to increased mobilization and disorganized recruitment of capillary-derived endothelial cells, resulting in a field of enlarged vessels. Conversely the failure of the yolk sac remodeling in the EC-Rbpj-KO model is due to the abrogation of endothelial cell migration to form the larger caliber vessels. Live imaging of the behavior of endothelial yolk sac cells in the Notch models used in this study will be required to elaborate this model.

A detailed understanding of the downstream effectors of Notch signaling during vascular differentiation in vivo, particularly within the extraembryonic tissues, has been lacking. The molecular analysis of the Notch models presented here identified a variety of gene expression defects associated with altered Notch activity. Both the gain- and loss-of-function in vivo models suggest misregulation of a number of genes. Data indicated that two of the Notch family ligands, *Dll4 *and *Jag1 *were upregulated in EC-N1ICD yolk sac, indicating a possible positive feedback loop for Notch signaling to direct expression of its ligands. There is some precedence for a positive regulatory loop in which Notch regulates the expression of ligands, including *Jag1 *in NIH 3T3 cells [31] and *Dll1 *in glioma cells [32].

Importantly, the gene expression analysis also identified a number of secreted factors whose expression within the endothelia is altered in the Notch models. These data suggest that the Notch signaling pathway regulates a number of secreted factors important in endothelial differentiation such as, *Pgf*, *Vegfc*, and *Tgfb2*, either directly or indirectly. Targeted deletions of select TGF-β signaling components in mice result in the improper formation of the yolk sac vasculature, indicating the importance for TGF-β signaling in the formation of the early vascular system [42]. Vegf signaling has critical early roles in the formation of the blood vessels in the early embryo [43,44]. VEGF has also been shown to act as an upstream component of Notch in the signaling cascade directing the differentiation of the zebrafish vasculature [45]. PlGF has known roles in pathological angiogenesis [46,47], and may act as a VEGF agonist by countering the effects of the VEGFA antagonist Flt1. In addition to the essential functions of VEGFC in the developmental origin of the lymphatic system [48,49], there is conflicting data to suggest it plays a broader role in angiogenesis. Although this factor has known angiogenic activities in certain assays [50], no vascular defects have been reported in mice lacking *Vegfc *[48]. The expression of VEGFC within the yolk sac however suggests a potential non-lymphatic function for this factor in this tissue. A putative role for VEGFC in angiogenesis may involve the modulation of its receptors, Kdr (VEGFR2) and Flt4 (VEGFR3), both of which play a critical role in early angiogenesis.

Notch signaling is essential for vessel remodeling, as our data shows that Notch regulates the expression of a variety of secreted factors. Notch signaling may play potential nonautonomous roles in the remodeling of the yolk sac capillary plexus (Figure 6B). Notch signaling is important for the regulation of select signaling molecules, including members of the VEGF family and TGF-β family, which would emanate from the developing arteriole where activity of Notch signaling is highest. These molecules then act in a paracrine and autocrine manner to elaborate the local arterial microenvironment about Notch expressing cells, which may potentially influence adjacent capillary endothelial cells, smooth muscle or mural cells, and hematopoietic cells. Indeed, nonautonomous functions for Notch signaling in the endothelium have been suggested, including attenuating proliferation of smooth muscle cells [27]. Testing of the nonautonomous functions of Notch signaling in the vasculature will require determining the roles of Notch-regulated secreted factors in vivo. These experiments may include the use of conditional transgenics and knockouts of these factors in the endothelia, and determining remodeling and endothelial differentiation defects in these models.

Yolk sac vessel remodeling occurs after the initiation of blood flow, which initiates at approximately E8.5 in the mouse [40], and this flow is essential for the remodeling process. It is formally possible that the enlarged luminal diameter of the dorsal aorta in the Notch gain-of-function model could give rise to a secondary failure of yolk sac remodeling solely due to reduced flow and associated shear stress. However, the vessel architecture reported in mouse models with remodelling defects solely due to altered blood flow [40] display very different phenotypes from those observed in the N1ICD model. This comparison suggests that the remodeling defects and some of the associated gene expression defects in the yolk sac in this Notch1 gain-of-function model are not secondary to embryonic vessel defects or defects in blood flow. The cellular and subsequent molecular response to the shear stress associated with blood flow is not completely understood, but may involve a complex cell surface signalling molecules including KDR, PECAM1, and VE-cadherin [51]. Shear stress thus initiates a molecular cascade in endothelial cells to direct further morphological changes to direct remodeling. An important question is what is the link between blood flow and Notch signaling, both of which are essential for vessel remodeling. During remodeling, an arteriole rudiment is first observed at the site of yolk sac vasculature contact with the omphalomesentric artery. Early *Dll4 *expression is observed at this arteriole rudiment within the yolk sac [52], indicating it is likely the Notch ligand that initiates Notch activity within this restricted region of the yolk sac vasculature. It remains to be seen the extent to which fluid dynamics control the expression of Notch signalling components and the subsequent remodeling process.

## Conclusions

The transcriptional network controlled by Notch signaling during extraembryonic endothelial differentiation is largely unknown. The present data demonstrate a role for Notch signaling in the regulation of a number of key genes in the embryonic vasculature of the yolk sac, including a variety of secreted factors important for endothelial differentiation. These downstream targets suggest a mechanism for Notch regulation of vessel diameter size during the remodeling process in the yolk sac vasculature. Further work on the in vivo models will help to further define the relationship between the transcriptional networks regulated by Notch to direct endothelial differentiation, and the role of these Notch downstream targets in endothelial migration and vascular remodeling. The understanding of these interactions and processes will aid in the development of treatments affecting vascular differentiation, including heart disease and tumor progression.

## Methods

### Mice and embryos

The generation of *Rosa^Notch ^*mice, *loxP*-flanked *Rbpj*, *Tie2-Cre *and *Flk1-Cre *mice have been described previously [21-24]. *Tie2-Cre *mice and *loxP*-flanked *Rbpj *mice were mated to obtain *Tie2-Cre; Rbpj^f/+ ^*males. Breeding pairs of *Tie2-Cre *or *Flk1-Cre *mice and *Rosa^Notch ^*mice or *Tie2-Cre; Rbpj^f/+ ^*males and *Rbpj^f/+ ^*females were intercrossed and the presence of a vaginal plug was identified as E0.5. Embryos were dissected from the decidual tissue at E8.5, E9.5, or E10.5 and treated according to the intended protocol. Placenta were separated from the embryo along with the mesometrial portion of the decidua and prepared for histology. All experimental procedures were performed with prior approval of the University Institutional Animal Care and Use Committee in accordance with guidelines established by the American Veterinary Medical Association.

### Genotyping of Progeny

The genotypes of all offspring were analyzed by PCR on genomic DNA isolated from ear punches, yolk sac samples, or embryonic tissue depending on the intended protocol. Genomic DNA was isolated using the DNeasy Blood & Tissue Kit (Qiagen). The *Tie2-Cre *and *Flk1-Cre *transgene presence was tested with the primers Cre-R3, 5'-AAT GCT TCT GTC CGT TTG-3' and Cre-F3, 5'-GGA TTA ACA TTC TCC CAC C-3', giving a 458-bp band [53]. PCR genotyping for *Rosa^Notch ^*mice was performed as described [25]. The wild type, floxed, and deleted *Rbpj *alleles were genotyped as described [54].

### Immunochemistry

Embryos with or without the surrounding yolk sac were fixed in 4% paraformaldehyde/PBS overnight at 4°C. The following day they were rinsed in PBS, dehydrated in methanol, and bleached in 1mL of 1.5% H_2_O_2 _in methanol for 4-5 hours at room temperature. Embryos were then rehydrated through methanol into PBS, blocked in PBSMT (PBS, 3% nonfat dry milk, 0.1% Triton X-100) for 2 hours at room temperature and incubated with 1:50 anti-PECAM1 antibody (BD Pharmingen) overnight at 4°C. Embryos were washed 5 times for 1 hour each with PBSMT and incubated with 1:100 HRP-coupled anti-rat IgG (#14-16-12, kpl.com) overnight at 4°C. Embryos were again washed 5 times in PBSMT with a final wash in PBT (PBS, 0.2% BSA, 0.1% Triton X-100). Then embryos were incubated in developing solution (0.3 mg/mL DAB, 0.5% NiCl_2 _in PBT) for 20 minutes at room temperature followed by the addition of H_2_O_2 _at a 0.03% final concentration. Once the color developed (approximately 10min.), the embryos were rinsed in PBT and then PBS and fixed overnight in 2% paraformaldehyde/0.1% gluteraldehyde/PBS at 4°C. Embryos were then rinsed in PBS and either equilibrated into 70% glycerol for imaging or dehydrated in ethanol for paraffin embedding.

### X-gal staining

Untreated whole-mount E8.0 and E8.5 embryos with surrounding yolk sac were fixed on ice for 10 min in a fixation solution. The samples were then washed 3 times in 1X PBS pH 7.4 and stained overnight at 37°C per established procedures [55]. The next day, the samples were rinsed in PBS and fixed overnight in a 3.7% paraformaldehyde/PBS solution. The following day, the samples were again rinsed, imaged and stored in 70% EtOH for paraffin embedding.

### Histology

Untreated whole-mount embryos, whole-mount PECAM1 stained embryos and placenta were fixed in 3% paraformaldehyde overnight, dehydrated into 70% ethanol and embedded in paraffin wax. Embryos were then sectioned on the transverse generally in 8 μm sections. For histological observation, Hematoxylin and Eosin or Nuclear Fast Red staining was conducted on the paraffin sections and sections were observed.

### Preparation of single yolk sac cell suspension

E9.5 embryos were obtained from timed matings between *Flk1-Cre *females and *Rosa^Notch ^*males. Yolk sacs were incubated in 0.1% collagenase (StemCell Technologies Inc)/phosphate-buffered saline (PBS)/20% fetal bovine serum at 37°C for 30 minutes. The digested yolk sacs were aspirated through 27-gauge needles to fully separate the cells. Genotyping was performed on DNA isolated from corresponding embryo tissues.

### Cell sorting with PECAM1 and analysis of PECAM1+ cells

Single-cell suspensions from yolk sacs were incubated for 30 minutes at 4°C with anti-PECAM1 antibody conjugated to phycoerythrin cyanine 7 (eBioscience Inc). The PECAM1+ cells were isolated by cell sorting with the use of a BD FACSAria cell sorter (BD Biosciences). Total RNA was isolated from the sorted cells using an RNeasy mini kit (Qiagen) and RNA was used for real time PCR analysis.

### RT-PCR analysis

Embryos were dissected at E9.5. The uterus and decidua were carefully removed and discarded. The yolk sac was separated from the embryo and the embryo was used for genotyping. Total RNA was isolated from the yolk sac using an RNeasy mini kit (Qiagen). cDNA was generated using SuperScript III reverse transcriptase (Invitrogen). Semiquantitative RT-PCR was performed using a number of primers from IDT (idtdna.com) (Additional File 7), with ribosomal protein L7 (5'-GAA GCT CAT CTA TGA GAA GGC-3' and 5'-AAG ACG AAG GAG CTG CAG AAC-3') as a control. The annealing temperature and number of PCR cycles was optimized for each reaction.

### Real Time PCR

RNA was isolated from sorted endothelial cells using an RNeasy mini kit (Qiagen). cDNA from endothelial cells was generated using Superscrpit III reverse transcriptase (Invitrogen) and quantitative real-time PCR analysis was performed using Taqman primer sets with the 7500 Real Time PCR system (Applied Biosystems). Gene expression was normalized to GAPDH. Specific ABI Taqman primer/probe assay IDs are available upon request.

### Microarray Analysis

RNA was isolated from yolk sac tissues using an RNeasy mini kit (Qiagen). RNA was initially analyzed with the Mouse Genome 430 A Array from Affymetrix. Microarray data was deposited to the Gene Expression Omnibus (GSE22418).

### Yolk sac immunofluorescence

Embryos were dissected at E9.5 in PBS. The uterus and decidua were carefully removed and discarded. The yolk sac was separated from the embryo by severing the vitelline arteries and the embryo was used for genotyping. The yolk sacs were collected in separate wells of a 24 well plate and then fixed in 1mL of 3% paraformaldehyde/PBS for 15 minutes on ice. Then the yolk sacs were permeabilized in 1mL of PBS containing 0.02% Triton X-100 for 30 minutes. Yolk sacs were transferred to separate 1.5mL Epindorf tubes containing 500uL of blocking solution (PBS, 3% BSA, 5% donkey serum (Jackson ImmunoResearch)) for 2 hours at room temperature. Blocking solution was changed once at 1 hour. Yolk sacs were then incubated with 1:33 anti-PECAM1 antibody (#557355, BD Pharmingen) overnight at 4°C. Embryos were washed 5 times for 1 hour each with blocking solution and incubated with 1:75 FITC-conjugated AffiniPure Anti-Rat IgG (#712-095-153, Jackson ImmunoResearch) overnight at 4°C. Embryos were again washed 5 times in blocking solution with a final 20-minute wash in PBS. The yolk sacs were transferred via Pasteur pipette to a drop of *SlowFade *Gold antifade reagent (Molecular Probes) on a glass slide and covered with a cover slip.

### Histology Immunofluorescence

Embryos were prepared following the above protocol for histology. Tissues were deparrafinized through xylene and EtOH into cold tap water. Antigen retrieval was performed by immersing the slides in 10 mM calcium citrate for 20 minutes in a steam chamber. Sections were washed first with water and then 2 times with PBS. Sections were then incubated in PBT (PBS, 0.2% BSA, 0.1% Triton X-100) for 2 hours at room temperature. Sections were stained with a-smooth muscle actin (1:250 dilution; catalog no. A2547; Sigma-Aldrich, Inc) for 1 hour at 4°C. Sections were washed 3 times with PBT and then stained with Alexa Fluor 546 goat anti-mouse IgG (1:250 dilution; catalog no. A11003; Invitrogen) for 30 minutes at room temperature in the dark. Sections were again washed 3 times with blocking solution. A small amount of ProLong Gold antifade reagent with DAPI (Invitrogen) was applied and the samples were covered with a cover slip, allowed to set, and imaged. Slides were stored at -20°C.

### Identification of TFBSs

The ECR browser [36] was used to determine the location of potential RBPJ binding sites. The evolutionary conserved regions of the mouse, human, and rat were examined upstream and flanking the transcription start site of each gene for the presence of the RBPJ binding sequence (GTGGGAA) [34].

### Microscopy and image acquisition

Images were acquired with a Nikon SMZ800 dissecting microscope for whole embryos and a Nikon ECLIPSE 55i for embryonic sections using a Leica DFC480 camera and Leica FireCam 3.0 software. Images for yolk sac immunofluorescence were acquired with an Olympus 1X71 microscope and Olympus DP71 camera using Olympus DP71 controller software. Adobe Photoshop CS2 was used for photograph editing.

### Statistical Analysis

Data bars represent the means +/- standard error of the mean. RNA analyses of yolk sac tissues were performed with an n of 5. The statistical significance of the data was determined using a t-test with a p-value of < 0.05 considered statistically significant.

## Authors' contributions

JLV conceived the project, obtained funding, participated in the design of the experiments, and co-wrote the manuscript; JNC participated in the design of the experiments, performed experiments, analyzed data and co-wrote the manuscript. YF and PEF designed and assisted in the yolk sac cell suspension experiment. NKN carried out the *Flk1-Cre *lacZ experiments. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 ***Tie2-Cre *and *Flk1-Cre *are expressed in the endothelia of the early embryo**. (A-E) X-Gal staining of embryos from R26R cross with *Tie2-Cre *transgene. (A-C) Whole mount E8.5 embryos. (D, E) Histological sections of E8.5 embryos. (F-I) X-Gal staining of embryos from R26R cross with *Flk1-Cre *transgene. (F) Whole mount E8.0 embryo with surrounding yolk sac. (G) Whole mount E8.5 embryo. (H) Yolk sac from a E8.5 embryo. (I) Histological section of E8.5 embryo. Note expression in the endothelia of dorsal aorta (DA), heart (He), anterior cardinal vein (ACV), yolk sac (YS), allantois (Al), lateral plate (LP), and vitelline artery (VA). Click here for file

Additional file 2 **Embryonic growth and vascular remodeling is normal in early EC-N1ICD embryos**. (A, B) Whole mount E8.5 wild type (A) and EC-N1ICD littermate (B) embryos with surrounding yolk sac stained with an antibody to PECAM1. EC-N1ICD yolk sac vasculature appeared normal. (C, D) Lateral view of E8.5 wild type embryo (C) and EC-N1ICD littermate (D) stained with an antibody to PECAM1. EC-N1ICD embryos appeared normal. Scale bars are 500 μm (A, B) and 250 μm (C, D). Click here for file

Additional file 3 **Gene expression in EC-N1ICD and EC-Rbpj-KO yolk sac tissues**. A graphical representation of possible outcomes of expression data and the corresponding genes that display this type of expression. 

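The classes of Additional File 3 combine the direction of change in EC-N1ICD with that in EC-Rbpj-KO. By the size rule, 488 of 10913 tested genes changed in EC-N1ICD, in EC-Rbpj-KO or in both, and 95.5% changed in neither. Higher in both models were 35 genes, among them Esm1, a secreted proteoglycan of endothelial tip cells with wild type signals near background in the EC-N1ICD set (34 and 29), and Gadd45b, a stress response gene, against 1.95 expected of independent lists. Lower in both were 20 genes, among them Slc25a37, the iron importer of erythroid mitochondria, and the Y-linked gene Eif2s3y, against 1.24 expected. Genes higher in both were 31 to 44 with 1 array left out, 19 with an added constant (against 1.01 expected) and 7 with the filter at the 60th percentile (against 0.298). Genes lower in both were 13 without EC-Rbpj-KO replicate 1, the array with female transcripts (against 1.86), 19 to 30 without any other 1 array, 15 with an added constant, 13 with the mean of all probe sets and 12 with that filter. By limma, 14 genes rose in both models and 7 fell in both. Genes that the additional file places as ectopic targets, higher in EC-N1ICD and not active without it, had mean signals below the filter. In the fit without a filter Myl7, the atrial myosin light chain, had a log2 fold change of 2.62 in EC-N1ICD (standard error 0.30, n = 2 per group, adjusted p = 0.00319 from limma) and Cdh6, a cadherin, one of 1.88 (adjusted p = 0.0403), while Wnt5a, a Wnt ligand, had one of 1.41 (adjusted p = 0.0596). Col8a1, a short-chain collagen of vessel walls, was 1.20-fold higher on its probe set with the highest signal and 5.39-fold higher on another. Across the tested genes the log2 fold changes in the 2 models had a Pearson correlation of 0.365 and a Spearman correlation of 0.300, and genes are not independent replicates.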

Click here for file

Additional file 4 Expression of genes encoding secreted factors in EC-N1ICD and EC-Rbpj-KO yolk sac tissues Click here for file

Additional file 5 **Histograms obtained from PECAM1-PE Cy7 fluorescent activated cell sorting**. Representative histograms showing the distribution of dissociated yolk sac cells for the (A) isotype control and PECAM1 stained (B) wild type yolk sac and (C) EC-N1ICD yolk sac. The gating used to purify PECAM1+ cells is indicated. Click here for file

Additional file 6 **rVista visualization of conserved RBPJ binding sites**. Using the ECR browser, the genomic sequence of each of the three secreted genes, *Vegfc*, *Pgf*, and *Tgfb2 *was examined for the RBPJ binding site. The red bars identify the resulting binding sites. Click here for file

Additional file 7 Primer pairs used for RT-PCR Click here for file

## References

[B1] RisauWFlammeIVasculogenesisAnnu Rev Cell Dev Biol199511739110.1146/annurev.cb.11.110195.0004458689573

[B2] DrakeCJFlemingPAVasculogenesis in the day 6.5 to 9.6 mouse embryoBlood2000951671167910688823

[B3] DjonovVSchmidMTschanzSABurriPHIntussusceptive Angiogenesis: its role in embryonic vascular network formationCirc Res2000862861067948010.1161/01.res.86.3.286

[B4] RisauWMechanisms of angiogenesisNature199738667167410.1038/386671a09109485

[B5] PatanSVasculogenesis and angiogenesis as mechanisms of vascular network formation, growth and remodelingJ Neurooncol20005011510.1023/A:100649313085511245270

[B6] JainRKMolecular regulation of vessel maturationNat Med2003968569310.1038/nm0603-68512778167

[B7] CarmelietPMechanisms of angiogenesis and arteriogenesisNat Med2000638939510.1038/7465110742145

[B8] TallquistMSorianoPKlinghofferRAGrowth factor signaling pathways in vascular developmentOncogene1999187917793210.1038/sj.onc.120321610630644

[B9] YancopoulosGDDavisSGaleNWRudgeJSWiegandSJHolashJVascular-specific growth factors and blood vessel formationNature200040724224810.1038/3502521511001067

[B10] KrebsLTXueYNortonCRShutterJRMaguireMSundbergJPGallahanDClossonVKitajewskiJCallahanRSmithGHStarkKLGridleyTNotch signaling is essential for vascular morphogenesis in miceGenes Dev2000141343135210837027PMC316662

[B11] Artavanis-TsakonasSRandMDLakeRJNotch signaling: cell fate control and signal integration in developmentScience199928477077610.1126/science.284.5415.77010221902

[B12] MummJSKopanRNotch signaling: from the outside inDev Biol200022815116510.1006/dbio.2000.996011112321

[B13] UyttendaeleHMarazziGWuGYanQSassoonDKitajewskiJNotch4/int-3, a mammary proto-oncogene, is an endothelial cell-specific mammalian Notch geneDevelopment199612222512259868180510.1242/dev.122.7.2251

[B14] VillaNWalkerLLindsellCEGassoJIruela-ArispeMLWeinmasterGVascular expression of Notch pathway receptors and ligands is restricted to arterial vesselsMech Dev200110816116410.1016/S0925-4773(01)00469-511578869

[B15] SwiatekPJLindsellCEdel AmoFFWeinmasterGGridleyTNotch1 is essential for postimplantation development in miceGenes Dev1994870771910.1101/gad.8.6.7077926761

[B16] IsoTHamamoriYKedesLNotch signaling in vascular developmentArterioscler Thromb Vasc Biol20032354355310.1161/01.ATV.0000060892.81529.8F12615665

[B17] UyttendaeleHHoJRossantJKitajewskiJVascular patterning defects associated with expression of activated Notch4 in embryonic endotheliumProc Natl Acad Sci USA2001985643564810.1073/pnas.09158459811344305PMC33266

[B18] KrebsLTStarlingCChervonskyAVGridleyT*Notch1 *activation in mice causes arteriovenous malformations phenocopied by ephrinB2 and EphB4 mutantsGenesis2010481461502010159910.1002/dvg.20599PMC2849749

[B19] ShawberCJFunahashiYFranciscoEVorontchikhinaMKitamuraYStowellSABorisenkoVFeirtNPodgrabinskaSShiraishiKChawengsaksophakKRossantJAcciliDSkobeMKitajewskiJNotch alters VEGF responsiveness in human and murine endothelial cells by direct regulation of VEGFR-3 expressionJ Clin Invest20071173369338210.1172/JCI2431117948123PMC2030453

[B20] FunahashiYShawberCJVorontchikhinaMSharmaAOuttzHHKitajewskiJNotch regulates the angiogenic response via induction of VEGFR-1J Angiogenes Res20102310.1186/2040-2384-2-320298529PMC2828996

[B21] MurtaughLCStangerBZKwanKMMeltonDANotch signaling controls multiple steps of pancreatic differentiationProc Natl Acad Sci USA2003100149201492510.1073/pnas.243655710014657333PMC299853

[B22] TanigakiKHanHYamamotoNTashiroKIkegawaMKurodaKSuzukiANakanoTHonjoTNotch-RBP-J signaling is involved in cell fate determination of marginal zone B cellsNat Immunol2002344345010.1038/ni79311967543

[B23] KoniPAJoshiSKTemannUAOlsonDBurklyLFlavellRAConditional vascular cell adhesion molecule 1 deletion in mice: impaired lymphocyte migration to bone marrowJ Exp Med200119374175410.1084/jem.193.6.74111257140PMC2193418

[B24] MotoikeTMarkhamDWRossantJSatoTNEvidence for novel fate of Flk1^+ ^progenitor: Contribution to muscle lineageGenesis20033515315910.1002/gene.1017512640619

[B25] SorianoPGeneralized lacZ expression with the ROSA26 Cre reporter strainNat Genet199921707110.1038/50079916792

[B26] KrebsLTShutterJRTanigakiKHonjoTStarkKLGridleyTHaploinsufficient lethality and formation of arteriovenous malformations in Notch pathway mutantsGenes Dev2004182469247310.1101/gad.123920415466160PMC529533

[B27] VenkateshDAParkKHarringtonAMiceli-LibbyLYoonJKLiawLCardiovascular and hematopoietic defects associated with Notch1 activation in embryonic Tie2-expressing populationsCirc Res200810342343110.1161/CIRCRESAHA.108.17780818617694PMC2654335

[B28] MaierMMGesslerMComparative analysis of the human and mouse Hey1 promoter: Hey genes are new Notch target genesBiochem Biophys Res Commun200027565266010.1006/bbrc.2000.335410964718

[B29] RadtkeFRajKThe role of Notch in tumorigenesis: oncogene or tumour suppressor?Nat Rev Cancer2003375676710.1038/nrc118614570040

[B30] BolosVGrego-BessaJde la PompaJLNotch signaling in development and cancerEndocrine Rev20072833936310.1210/er.2006-004617409286

[B31] RossDAKadeshTConsequences of Notch-mediated induction of Jagged1Exp Cell Res200429617318210.1016/j.yexcr.2004.02.00315149848

[B32] QianCYanWZhangJShiLQianJFuZKangCLiuNYouYNotch1 induces enhanced expression of D-like-1 in the U251MG glioma cell lineInt J Mol Med2009244454511972488310.3892/ijmm_00000251

[B33] LinTPLaboskyPAGrabelLBKozakCAPitmanJLKleemanJMacLeodCLThe Pem homeobox gene is X-linked and exclusively expressed in extraembryonic tissues during early murine developmentDev Biol199416617017910.1006/dbio.1994.13057958444

[B34] TunTHamaguchiYMatsunamiNFurukawaTHonjoTKawaichiMRecognition sequence of a highly conserved DNA binding protein RBP-J kappaNucleic Acids Res19942296597110.1093/nar/22.6.9658152928PMC307916

[B35] NishimuraMFumiakiIMakotoITomitaKTsudaHNakanishiSKageyamaRStructure, chromosomal locus, and promoter of mouse Hes2 gene, a homologue of Drosophila hairy and Enhancer of splitGenomics199849697510.1006/geno.1998.52139570950

[B36] OvcharenkoINobregaMALootsGGStubbsLECR browser: a tool for visualizing and accessing data from comparisons of multiple vertebrate genomesNucleic Acids Res200432W28028610.1093/nar/gkh35515215395PMC441493

[B37] TrindadeAKumarSRScehnetJSLopes-da-CostaLBeckerJJiangWLiuRGillPSDuarteAOverexpression of delta-like 4 induces arterialization and attenuates vessel formation in developing mouse embryosBlood20081121720172910.1182/blood-2007-09-11274818559979PMC2518882

[B38] ZengGTaylorSMMcColmJRKappasNCKearneyJBWilliamsLHHartnettMEBautchVLOrientation of endothelial cell division is regulated by VEGF signaling during blood vessel formationBlood20071091345135210.1182/blood-2006-07-03795217068148PMC1794069

[B39] SchmidtABrixiusKBlochWEndothelial precursor cell migration during vasculogenesisCirc Res200710112513610.1161/CIRCRESAHA.107.14893217641236

[B40] LucittiJLJonesEAVHuangCChenJFraserSEDickinsonMEVascular remodeling of the mouse yolk sac requires hemodynamic forceDev20071343317332610.1242/dev.02883PMC426047417720695

[B41] SiekmannAFLawsonNDNotch signaling and the regulation of angiogenesisCell Adh Migr2007110410610.4161/cam.1.2.448819329884PMC2633979

[B42] GoumansMJMummeryCFunctional analysis of the TGF receptor/Smad pathway through gene ablation in miceInt J Dev Biol20004425326510853822

[B43] FerraraNDavis-SmythTThe biology of vascular endothelial growth factorEndocrine Rev19971842510.1210/er.18.1.49034784

[B44] CarmelietPFerreiraVBreierGPollefeytSKieckensLGertsensteinMFahrigMVandenhoeckAHarpalKEberhardtCmDeclercqCPawlingJMoonsLCollenDRisauWNagyAAbnormal blood vessel development and lethality in embryos lacking a single VEGF alleleNature199638043543910.1038/380435a08602241

[B45] LawsonNDVogelAMWeinsteinBMSonic hedgehog and vascular endothelial growth factor act upstream of the Notch pathway during arterial endothelial differentiationDev Cell2002312713610.1016/S1534-5807(02)00198-312110173

[B46] CarmelietPMoonsLLuttunAVincentiVCompernolleVDe MolMWuYBonoFDevyLBeckHScholzDAckerTDiPalmaTDewerchinMNoelAStalmansIBarraABlacherSVandendriesscheTPontenAErikssonUPlateKHFoidartJMSchaperWCharnock-JonesDSHicklinDJHerbertJMCollenDPersicoMGSynergism between vascular endothelial growth factor and placental growth factor contributes to angiogenesis and plasma extravasation in pathological conditionsNat Med2001757558310.1038/8790411329059

[B47] OuraHBertonciniJVelascoPBrownLFCarmelietPDetmarMA critical role of placental growth factor in the induction of inflammation and edema formationBlood200310156056710.1182/blood-2002-05-151612393422

[B48] KarkkainenMJHaikoPSainioKPartanenJTaipaleJPetrovaTVJeltschMJacksonDGTalikkaMRauvalaHBetsholtzCAlitaloKVascular endothelial growth factor C is required for sprouting of the first lymphatic vessels from embryonic veinsNat Immunol20045748010.1038/ni101314634646

[B49] LohelaMBryMTammelaTAlitaloKVEGFs and receptors involved in angiogenesis versus lymphangiogenesisCurr Opin Cell Biol20092115416510.1016/j.ceb.2008.12.01219230644

[B50] CaoYLindenPFarneboJCaoRErikssonAKumarVQiJHClaesson-WelshLAlitaloKVascular endothelial growth factor C induces angiogenesis in vivoProc Natl Acad Sci USA199895143891439410.1073/pnas.95.24.143899826710PMC24383

[B51] TzimaEIrani-TehraniMKiossesWBDejanaESchultzDAEngelhardtBCaoGDeLisserHSchwartzMAA mechanosensory complex that mediates the endothelial cell response to fluid shear stressNature200543742643110.1038/nature0395216163360

[B52] DuarteAHirashimaMBeneditoRTrindadeADinizPBekmanECostaLHenriqueDRossantJDosage-sensitive requirement for mouse Dll4 in artery developmentGenes Dev2004182474247810.1101/gad.123900415466159PMC529534

[B53] SteenhardBMIsomKStroganovaLSt JohnPLFreeburgPBHolzmanLBAbrahamsonDRDeletion of Von Hippel-Lindau in glomerular podocytes results in glomerular basement membrane thickening, ectopic subepithelial deposition of collage α1α2α1(IV), expression of neuroglobin, and proteinuriaAm J Pathol2010177849610.2353/ajpath.2010.09076720522651PMC2893653

[B54] SouilholCCormierSTanigakiKBabinetCCohen-TannoudjiMRBP-Jkappa-dependent notch signaling is dispensable for mouse early embryonic developmentMol Cell Biol2006264769477410.1128/MCB.00319-0616782866PMC1489163

[B55] VenutiJMMorrisJHVivianJLOlsonENKleinWHMyogenin is required for late by not early aspects of myogenesis during mouse developmentJ Cell Biol199512856357610.1083/jcb.128.4.5637532173PMC2199898

# Supplementary material for: Notch signaling regulates remodeling and vessel diameter in the extraembryonic yolk sac
**Source:** BMC Dev Biol. 2011 Feb 25;11:12. doi: 10.1186/1471-213X-11-12
**Supplement:** Additional file 3 — Gene expression in EC-N1ICD and EC-Rbpj-KO yolk sac tissues. A graphical representation of possible outcomes of expression data and the corresponding genes that display this type of expression.

### Positive Regulation by Notch/Rbpj signaling

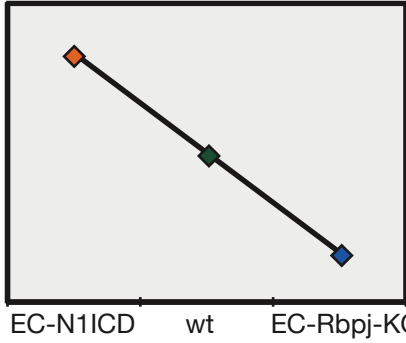

*Ankrd1*  
*Apcdd1*  
*Col14a1*  
*Ctgf*  
*Hey1*  
*Heyl*  
*Id4*  
*Lmo1*  
*Npr3*  
*Sept4*  
*Sfrp1*  
*Sox11*  
*Tagln*  
*Tnfaip2*  
*Vegfc*  
*Vwf*

### Negative Regulation by Notch/Rbpj signaling

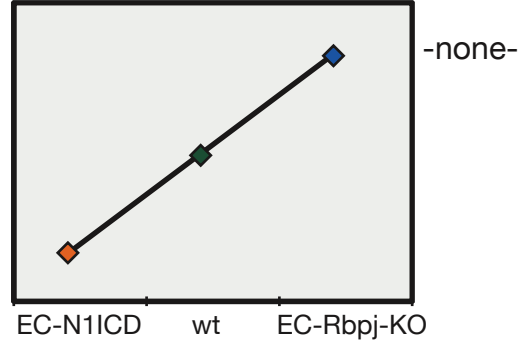

-none-

### Positive Regulation by Notch Do Not Require Rbpj

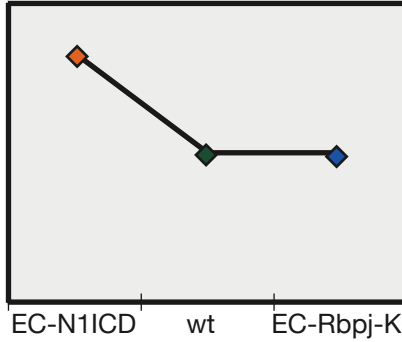

*Bmp2*  
*Cd44*  
*Cyr61*  
*Fbn2*  
*Flt1*  
*Ifih1*  
*Jun*  
*Lhfp*  
*Nrarp*  
*Ntn4*  
*Pgf*  
*Tgfb2*  
*Tm4sf1*

### Positive Regulation by Rbpj Do Not Require Notch Signaling

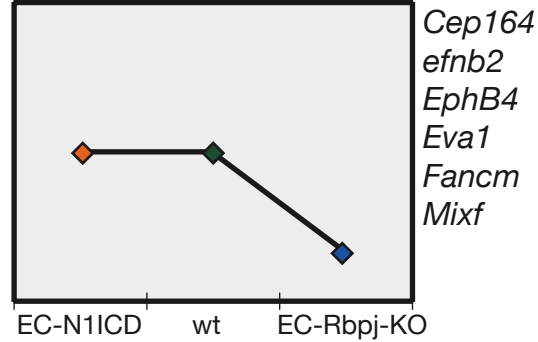

*Cep164*  
*efnb2*  
*EphB4*  
*Eva1*  
*Fancm*  
*Mixf*

### Possible Upregulation During Remodeling

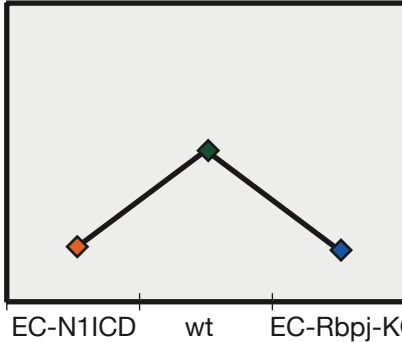

*Adamts4*  
*Calcr1*  
*Calml4*  
*Ccdc57*  
*Col13a1*  
*Cxcl7*  
*Gja4*  
*Klf2*  
*Nudt4*  
*Rnase4*  
*Saa1*  
*Tfric*  
*Zfp1*

### Possible Downregulation During Remodeling

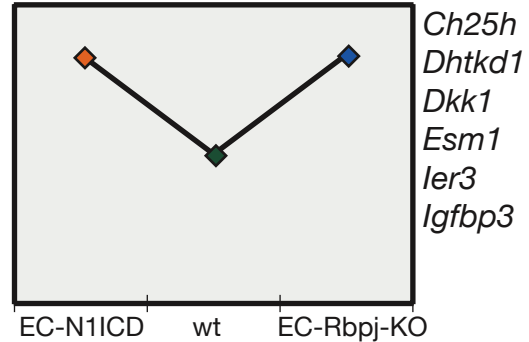

*Ch25h*  
*Dhtkd1*  
*Dkk1*  
*Esm1*  
*Ier3*  
*Igfbp3*

### Ectopic Positive Regulation by Notch Signaling

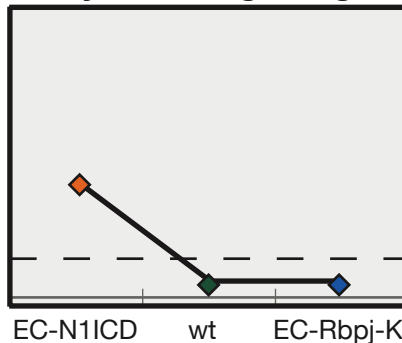

*Cdh6*  
*Col8a1*  
*Myl7*  
*Wnt5a*

### Not Regulated by Notch/Rbpj signaling

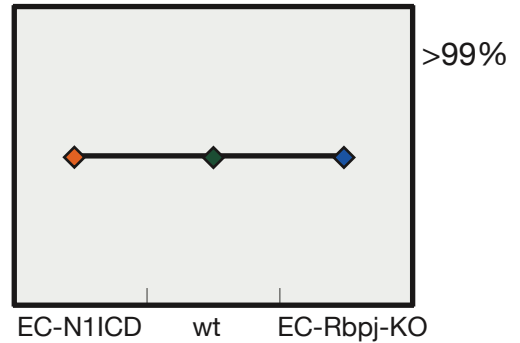

>99%

# Supplementary material for: Notch signaling regulates remodeling and vessel diameter in the extraembryonic yolk sac
**Source:** BMC Dev Biol. 2011 Feb 25;11:12. doi: 10.1186/1471-213X-11-12
**Supplement:** Additional file 4 — Expression of genes encoding secreted factors in EC-N1ICD and EC-Rbpj-KO yolk sac tissues

Expression of genes encoding secreted factors in EC-N1ICD and EC-Rbpj-KO yolk sac tissues

| Gene Symbol               | Gene Name                                                                   | Fold Change EC-N1ICD | Fold Change EC-Rbpj-KO |
|---------------------------|-----------------------------------------------------------------------------|----------------------|------------------------|
| Upregulated in EC-N1ICD   |                                                                             |                      |                        |
| <i>Bmp2</i>               | bone morphogenetic protein 2                                                | 2.35                 | 1.11                   |
| <i>Col14a1</i>            | collagen, type XIV, alpha 1                                                 | 2.29                 | -1.96                  |
| <i>Col8a1</i>             | collagen, type VIII, alpha 1                                                | 4.88                 | 1.07                   |
| <i>Ctgf</i>               | connective tissue growth factor                                             | 2.13                 | 1.18                   |
| <i>Cxcl12</i>             | chemokine (C-X-C motif) ligand 12                                           | 1.94                 | 1.29                   |
| <i>Cyr61</i>              | cysteine rich protein 61                                                    | 2.63                 | 1.66                   |
| <i>Esm1</i>               | endothelial cell-specific molecule 1                                        | 3.41                 | 3.51                   |
| <i>Flt1</i>               | FMS-like tyrosine kinase 1                                                  | 1.94                 | 1.07                   |
| <i>Ier3</i>               | immediate early response 3                                                  | 2.01                 | 2.10                   |
| <i>Igfbp3</i>             | insulin-like growth factor binding protein 3                                | 3.85                 | 4.05                   |
| <i>Ntn4</i>               | netrin 4                                                                    | 5.76                 | 1.39                   |
| <i>Rdh5</i>               | retinol dehydrogenase 5                                                     | 2.06                 | 1.39                   |
| <i>Snn</i>                | stannin                                                                     | 1.97                 | 1.63                   |
| <i>Tgfb2</i>              | transforming growth factor, beta 2                                          | 3.11                 | 1.32                   |
| <i>Vegfc</i>              | vascular endothelial growth factor C                                        | 3.65                 | -2.50                  |
| <i>Vtn</i>                | vitronectin                                                                 | 3.34                 | 3.15                   |
| <i>Vwf</i>                | Von Willebrand factor homolog                                               | 2.05                 | -3.33                  |
| <i>Wnt4</i>               | wingless-related MMTV integration site 4                                    | 2.09                 | 2.45                   |
| <i>Wnt5a</i>              | wingless-related MMTV integration site 5A                                   | 2.47                 | -1.12                  |
| <i>Pgf</i>                | placental growth factor                                                     | 1.93                 | 1.43                   |
| Downregulated in EC-N1ICD |                                                                             |                      |                        |
| <i>Adamts4</i>            | a disintegrin-like and metallopeptidase with thrombospondin type 1 motif, 4 | -2.12                | -2.44                  |
| <i>Cxcl4</i>              | chemokine (C-X-C motif) ligand 2                                            | -4.22                | -1.11                  |
| <i>Hhip</i>               | Hedgehog-interacting protein                                                | -2.33                | -1.39                  |
| <i>Oit3</i>               | oncoprotein induced transcript 3                                            | -3.70                | 1.53                   |
| <i>Rnase4</i>             | ribonuclease, RNase A family 4                                              | -2.14                | -2.04                  |
| <i>Saa1</i>               | serum amyloid A1                                                            | -2.39                | -2.44                  |

# Supplementary material for: Notch signaling regulates remodeling and vessel diameter in the extraembryonic yolk sac
**Source:** BMC Dev Biol. 2011 Feb 25;11:12. doi: 10.1186/1471-213X-11-12
**Supplement:** Additional file 7 — Primer pairs used for RT-PCR

Primer pairs used for RT-PCR

| Gene          | Forward Primer             | Reverse Primer             | Product (bp) |
|---------------|----------------------------|----------------------------|--------------|
| <i>Hey1</i>   | TCCGCCACCATGAAGAGAGC       | AACTTCGGCCAGGCATTCCC       | 627          |
| <i>Heyl</i>   | GAAACGGCGCAGAGACCGCATCAACA | TCCCAGGATGGCGAGCTGACTGTTCA | 436          |
| <i>Notch1</i> | TGCCTGTGCACACCATTCTGC      | CAATCAGAGATGTTGGAATGC      | 247          |
| <i>Notch4</i> | AAGCGACACGTACGAGTCTGG      | ATAGTTGCCAGCTACTTGTGG      | 297          |
| <i>Dll4</i>   | AACTGTCCTTATGGCTTTGT       | CACACTCGTTCCTCTCTTCT       | 520          |
| <i>Jag1</i>   | CCAGCCAGTGAAGACCAAGT       | TCAGCAGAGGAACCAGGAAA       | 398          |
| <i>Flk1</i>   | GCCAATGAAGGGGAAGTGAAGAC    | TCTGGCTGCTGGTGATGCTGTC     | 538          |
| <i>Vegfa</i>  | CCTCCGAAACCATGAACTTTCTGCTC | CAGCCTGGCTCACCGCCTTGGCTT   | 593          |
| <i>Vegfb</i>  | GTCAAACAAGTAGTGCCCAG       | TGTCTGGGTTGAGCTCTAAG       | 447          |
| <i>Vegfc</i>  | CGTTCTCTGCCAGCAACATTAC     | TGGCCTTTTCCAATACGATGG      | 570          |
| <i>Pgf</i>    | CAGCCAACATCACTATGCAG       | GGGTGACGGTAATAAATACG       | 268          |
| <i>Tgfb2</i>  | GGAAAAAACCAGTGGGAAGACCC    | AAGCTGTTCGATCTTGGGCG       | 398          |

How the deposited data were processed for this re-analysis (not part of the article)

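The arrays measured RNA of E9.5 yolk sac tissue in 4 groups of 2, EC-N1ICD, EC-Rbpj-KO and the wild type of each set, and the samples were assigned to groups from the source names, titles and genotypes in their descriptions. No genotype is given for the 2 wild type arrays of the EC-Rbpj-KO set, which were taken as wild type from their source name and title. The sample descriptions name Tie2 transgenic parents in both sets. The numbers in the sample names distinguish samples and do not pair a mutant with a wild type sample, so no paired test was made. The replicate 1 arrays of both models carry a first number in their names that differs from that of the other 3 arrays of their set, and its meaning is not stated.

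The intensity values, 1 signal per probe set and array, were summarised from the probes by the authors before deposit, with MAS5 according to the sample descriptions (version and scaling target not stated). The values are linear, run from 7 to 36554, and carry no detection calls in the files used. Median signals over all probe sets ran from 38 to 51 between arrays, and over the tested genes from 436 to 582. Ratios of 3' to 5' signal, a sign of RNA quality, ran from 1.72 to 2.34 for Actb and from 2.43 to 4.64 for Gapdh, the latter highest on EC-Rbpj-KO replicate 1. Both ratios were lower on both EC-N1ICD arrays than on both of their wild type arrays, and that of Actb was higher on both EC-Rbpj-KO arrays than on theirs, so these ratios move with genotype. Pearson correlations of log2 signals within a group were 0.976 to 0.987. For arrays the number of replicates limits the precision, and background limits genes with low signals.

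Probe sets were paired with genes through the symbols of the array's annotation. Of the probe sets, 34958 name 1 gene, 932 name several and 9211 name none, and probe sets of several or no genes were left out. Of 18194 genes, 9012 had several probe sets, and the probe set with the highest mean signal over the 8 arrays was used. Genes with a mean signal at or below the 40th percentile were left out, which kept 10913 genes with a mean signal of at least 68. Values of genes below this filter come from a fit without it. The filter takes the mean over all 8 arrays, so a tested gene can have 1 group near background: of the named genes that changed, 7 of 40 in EC-N1ICD and 12 of 56 in EC-Rbpj-KO had both signals of a group below the median of all probe sets on their arrays, and the size of their fold is limited by background. Of 79 genes the paper names, 76 were matched, 64 of them tested and 12 below the filter, and Mixf, Calcr1 and Tfric were not found under the spelling the paper gives.

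Log2 signals were fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts within a set, eBayes with trend), with 4 residual and 7.37 prior degrees of freedom, and p-values were two-sided and adjusted with Benjamini-Hochberg, at a threshold of 0.05. The difference between the 2 models was tested as a contrast of both contrasts. An exact permutation test of 2 arrays against 2 can give no p under 0.333, so none is reported, and 33.3% of genes would have 2 groups that do not overlap by chance, against 42.6% in EC-N1ICD and 50.8% in EC-Rbpj-KO. The size rule took a ratio of geometric means of at least 2 with both mutant arrays beyond both wild type arrays. The paper's methods name a t-test with a p under 0.05 for the paper's data and no fold threshold for the arrays. Gene lists of at least 3 tested genes were tested with camera at a preset correlation of 0.01, with an estimated correlation beside it, and adjusted over the 30 lists tested in a comparison, among them the classes of the paper's supplements. Sex-linked and reference genes served as checks.

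Genes were named in the text by a rule set in advance. It took every gene the paper names in its results, Figure 4 or Additional Files 3 and 4 (whose folds had been seen), the 10 genes with the largest rise and the 10 with the largest fall past the threshold in each comparison with both mutant arrays beyond both wild type arrays, and members of each list with the smallest p. Adgrg6, Cdkn1c and Hp fall outside this rule, as do Hes2, Hes3, Hes5 and Hes7, which are named only as not tested. Eif2s3y was a check gene. Slc25a37 falls under it as a member of the erythroid list, and was picked among the genes lower in both models after its values were seen, as Eif2s3y was.

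The steps were tested on simulated data built from the spread of these arrays, with known shifts in 66 or 67 genes at each of 3 folds. limma called 93.9% of genes shifted 4-fold, 52.2% shifted 2-fold and 14.9% shifted 1.5-fold in EC-N1ICD, with 3 false calls among 10693 unchanged genes, and 97%, 56.7% and 7.46% in EC-Rbpj-KO, with 4 false calls. The size rule gave 51 and 50 false calls. The shares called by limma depend on how many genes are shifted, as the adjustment does. The arrays themselves gave 65 calls in EC-N1ICD and 541 in EC-Rbpj-KO, so these shares are only a rough guide.

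The alternatives tried were quantile normalization, centring of each array on its median, an added constant of 16, no filter, a filter at the 60th percentile, the mean of all probe sets of a gene, each set fitted alone, a 1.5-fold threshold, the test named in the paper's methods, an estimated correlation, and each array left out in turn. Chosen after the values were seen were the sex of the embryo as a covariate, alone and together with an estimated correlation, and leaving out EC-N1ICD replicate 1 and EC-Rbpj-KO replicate 1 together. With sex in the fit, the EC-Rbpj-KO fold changes equal those without EC-Rbpj-KO replicate 1. The differences between the models then equal those without EC-Rbpj-KO replicate 2. For these results sex in the fit is not a separate check. Where a left-out array leaves 1 array in a group, that array is assumed to vary like those of the other groups. RT-PCR, sorted endothelial cells and histology have no deposited values and were not recomputed.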

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

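The explanations weighed here, and the tests put to each, were chosen after the results were seen. Among the settings they use, quantile normalization, the filter at the 60th percentile and leaving out 1 array had been planned as alternatives. Sex in the fit had not. The tests of genes and lists had been planned.

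The change in 16 named genes differed between EC-N1ICD and EC-Rbpj-KO by the test of the difference itself, and the values below are the log2 change in EC-N1ICD minus that in EC-Rbpj-KO. The difference was 3.17 for Sox11, 2.91 for Vwf and 2.06 for Col14a1, which were higher in EC-N1ICD and lower in EC-Rbpj-KO, and in Sox11 it rests in part on 1 of 6 probe sets. It was 2.50 for Vegfc, 3.75 for Npr3, 2.25 for the microfibril gene Fbn2 and 2.18 for Amacr, an enzyme of branched fatty acid metabolism, each past the test in EC-N1ICD alone. It was 1.33 for Nrarp, which rose in both models. It was -2.57 for Calml4, -2.33 for Oit3, -2.88 for Mpo and -3.39 for Rgs18, which fell in EC-N1ICD. It was 2.61 for Abcb1b, 2.33 for Dusp4 and 2.21 for Mfap3l, which fell in EC-Rbpj-KO. For Mtmr7 it was 4.12, on a probe set whose signals of 56 and 63 in EC-Rbpj-KO were not seen on its other probe set (873 and 851). Quantile normalization ended the calls of Abcb1b, Mfap3l and Nrarp, and a fit without a filter those of Mfap3l and Vegfc. Sox11 and Vwf were not tested with the filter at the 60th percentile. The differences of Sox11, Vwf and Mtmr7 stayed past the test under each alternative that tested them. Of the 16, the call ended for 13 without EC-N1ICD replicate 1 (all but these 3), for 12 and 11 without wild type replicates 1 and 2 of that set (Calml4 stayed in the former, Mpo and Oit3 in the latter) and for 2 without EC-N1ICD replicate 2 (Nrarp and Rgs18). It ended for 8 and 9 without wild type replicates 1 and 2 of the EC-Rbpj-KO set, for Rgs18 without EC-Rbpj-KO replicate 1, for 9 with the mean of all probe sets and for 3 with sex in the fit (Mfap3l, Npr3 and Vegfc).

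Median log2 changes of 8 lists and of 3 classes of the paper differed between the models by camera: 0.72 for Notch target genes, 0.59 for arterial endothelium, -0.32 for pan-endothelial genes, -0.51 for primitive erythroid genes, -1.005 for megakaryocyte genes, -0.53 for hematopoietic progenitor and myeloid genes, 0.43 for smooth muscle genes and 0.64 for targets of YAP and SRF. With an estimated correlation none of these 8 passed, at adjusted p of 0.324 to 0.493 for 7 of them and 0.721 for the erythroid list. With 1 array left out the difference ended for the arterial list in 4 of 8 cases and for YAP and SRF targets in 4. It ended for erythroid genes in 3, for smooth muscle genes in 2 and for pan-endothelial genes in 2. The erythroid difference turned to 0.18 without EC-N1ICD replicate 1 and was -1.34 without replicate 2. Sex in the fit ended the difference for arterial, erythroid and YAP and SRF genes, at medians of 0.67, -0.15 and 0.27. These are the medians without EC-Rbpj-KO replicate 2, which ended the same differences, so this is not a separate check. The filter at the 60th percentile ended it for arterial and YAP and SRF genes. The mean of all probe sets ended it for arterial, smooth muscle and YAP and SRF genes. The medians were 1.99 for the paper's class higher in EC-N1ICD and lower in EC-Rbpj-KO, 0.94 for that higher in EC-N1ICD and not lower in EC-Rbpj-KO and 0.64 for its secreted factors higher in EC-N1ICD (adjusted p of 0.0757, 0.204 and 0.386 with an estimated correlation), which is not independent evidence, as the study chose them on these samples. The paper's text reports no test of these lists on the arrays. It had chosen some of their genes on these samples, such as Wnt4, Tagln, Pf4, Ankrd1, Esm1 and Igfbp3, so the lists are not fully independent. It also finds no SMA-positive cells around the dorsal aorta of EC-N1ICD embryos. In the yolk sac, another tissue, smooth muscle genes were higher here in EC-N1ICD, with the actin gene Acta2 up when adjusted over the list alone. In EC-N1ICD, beside Notch target genes and classes of the paper, medians of 10 lists were past the test: 0.87 for Wnt genes, -1.18 for erythroid, -0.83 for megakaryocyte, 0.64 for smooth muscle, 0.21 for hypoxia and glycolysis, 0.16 for immediate-early and stress genes, 0.56 for YAP and SRF targets, 0.38 for tip cell genes, 0.12 for cell cycle and 0.61 for interferon response. Of these 10, Wnt and smooth muscle genes also passed with an estimated correlation, and not with sex in the fit as well (adjusted p of 0.103 each). That adjustment included the paper's classes, chosen on these samples, and was not run without them. The calls of erythroid, immediate-early, YAP and SRF, tip cell and cell cycle genes ended with sex in the fit alone. In EC-Rbpj-KO the medians past the test were 0.52 for Wnt genes, 0.37 for pan-endothelial genes, -0.41 for erythroid genes, 0.60 for hematopoietic progenitor and myeloid genes, 0.24 for hypoxia and glycolysis, 0.29 for immediate-early and stress genes and 0.53 for interferon response, and none passed with an estimated correlation. Those of pan-endothelial, erythroid and immediate-early genes ended with sex in the fit, at medians of 0.16, -0.02 and 0.13. They also ended without EC-Rbpj-KO replicate 1, which gives the same medians and is the same check. The erythroid call in EC-Rbpj-KO also ended with the filter at the 60th percentile and without wild type replicate 1 of its set.

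Erythroid and megakaryocyte genes were lower in EC-N1ICD. The scale of the deposited signals is argued against, since quantile normalization left the erythroid median at -1.19 (adjusted p = 6.12e-10), against a wild type spread of 0.0562. A smaller share of blood cells stays open, because the erythroid minus the megakaryocyte median was -1.03 in EC-N1ICD replicate 1 and 0.27 in replicate 2. The paper states that the Cre transgenes are active in hematopoietic as well as endothelial lineages. A change within blood cells was not tested apart from a smaller share of them. With sex in the fit the erythroid median was -0.30 (adjusted p = 0.372, from 2.19e-33 to 0.886 over its alternatives), while the megakaryocyte median was -1.28 (adjusted p = 9.73e-07, from 4.87e-10 to 0.252) and the log2 fold change of Pf4 -2.49 (adjusted p = 0.141). That fit rests on 1 female EC-Rbpj-KO array, so genotype and sex cannot be told apart in this design for either list. That array also differs from EC-Rbpj-KO replicate 2 in the first number of its name and in its Gapdh ratio (4.64 and 3.45). In both models the erythroid median was lower on the replicate 1 array. Other differences between these arrays were not tested and stay open. With an estimated correlation neither list passed, without sex in the fit (erythroid 0.237, megakaryocyte 0.176) or with it (0.886 and 0.252).

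By the size rule 55 genes changed the same way in both models, against 3.19 expected of independent lists. Chance at low signals is argued against, since a filter at the 60th percentile kept 19 genes against 0.735 expected, and the scale of the signals is argued against, since quantile normalization gave 52 against 3.22. The sex of the embryos stays open: without the female EC-Rbpj-KO array the count was 47 against 3.85, with 1 array left in that group. A response shared by mutant yolk sacs was not tested apart from these.

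The 65 genes changed in EC-N1ICD separate arrays with female transcripts from arrays with male transcripts. Over the 64 of them other than Xist, the female minus the male EC-Rbpj-KO array had a median of 0.0746 in the direction of the EC-N1ICD change (quartiles -0.17 and 0.44, 40 of 64 in that direction), against a median change of 1.53. With sex in the fit their median was 1.38, 64 of 64 kept the sign, the standard error went from 0.23 to 0.38, and 4 of them passed the test. The standard error grew for each of the 60 calls that ended, and the change was also smaller for 39 of them, by at least 2-fold for 5 (Aplnr, Ccdc141, Cdkn1c, Lhfp and Ly86; for Ccdc141 from -2.47 to -0.67), and 1 female array against 1 male array keeps sex open. RNA quality stays open as well, untested, since the Actb and Gapdh ratios of 3' to 5' signal separate the same arrays.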

How the results depend on the processing

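The fits with sex as a covariate, alone or with an estimated correlation, and without EC-N1ICD replicate 1 and EC-Rbpj-KO replicate 1 together were chosen after the values were seen, and the other alternatives before. In EC-Rbpj-KO, sex in the fit gives the fold changes of the setting without EC-Rbpj-KO replicate 1.

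The cause of these changes was not tested except where fewer genes, fewer arrays or another threshold give it. The number of genes changed in EC-N1ICD (65) was 119 after quantile normalization, 106 after median centring, 27 with a filter at the 60th percentile, 103 with each set fitted alone, 15 with sex in the fit and 26 without both replicate 1 arrays. With the t-test of the paper's methods it was 939 at an unadjusted p under 0.05, 54 of them shared with limma, and 0 after adjustment. It ran from 7 (without EC-N1ICD replicate 1) to 140 (without EC-Rbpj-KO replicate 2) when 1 array was left out, with 137 without EC-Rbpj-KO replicate 1 and 14 and 16 without wild type replicates 1 and 2 of the EC-N1ICD set. The number changed in EC-Rbpj-KO (541) was 266 with the set fitted alone, 1313 with the t-test at an unadjusted p under 0.05 (369 shared) and 1 after adjustment, and ran from 147 (without wild type replicate 2 of its set) to 628, with 191 without wild type replicate 1. The number of genes whose change differs between the models (29) was 11 with the mean of all probe sets, 71 with sex in the fit, 17 without both replicate 1 arrays, and 5 (without EC-N1ICD replicate 1) to 80 (without EC-Rbpj-KO replicate 2) with 1 array left out. The other counts there were 6 and 8 without wild type replicates 1 and 2 of the EC-N1ICD set, 12 and 13 without those of the EC-Rbpj-KO set and 69 without EC-Rbpj-KO replicate 1. In EC-Rbpj-KO 135 rose and 493 fell without EC-Rbpj-KO replicate 1, 136 and 478 with sex in the fit, 96 and 335 without both replicate 1 arrays, 56 and 91 without wild type replicate 2, 120 and 146 with the set fitted alone and 142 and 265 with the filter at the 60th percentile. More genes rose than fell in EC-Rbpj-KO after median centring (375 and 300) and without wild type replicate 1 of its set (103 and 88), and more fell than rose in EC-N1ICD without EC-N1ICD replicate 2 (39 and 19) and with sex in the fit (9 and 6).

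By the size rule, a filter at the 60th percentile gave 72 genes in EC-N1ICD (195) and 148 in EC-Rbpj-KO (354), and a 1.5-fold threshold gave 671 and 1194. Without a filter 314 were counted in EC-N1ICD. With 1 array left out the counts ran from 186 to 300 (without EC-N1ICD replicate 2) and from 354 to 491. More were lower than higher with the filter at the 60th percentile (37 and 35 in EC-N1ICD, 86 and 62 in EC-Rbpj-KO), at 1.5-fold in EC-Rbpj-KO (636 and 558), without EC-N1ICD replicate 2 (164 and 136) or wild type replicate 2 (141 and 109) in EC-N1ICD, and without EC-Rbpj-KO replicate 1 (251 and 190) or wild type replicate 2 (214 and 165) in EC-Rbpj-KO. Genes higher in EC-N1ICD and lower in EC-Rbpj-KO (3) were 0 with the filter at the 60th percentile, 1 with the mean of all probe sets, 16 at 1.5-fold, 11 without both replicate 1 arrays, and 2 to 7 with 1 array left out (7 without EC-Rbpj-KO replicate 1 or wild type replicate 2 of its set). Genes lower in EC-N1ICD and higher in EC-Rbpj-KO (3) were 1 with an added constant, 0 with the filter at the 60th percentile, 9 at 1.5-fold, and 0 (without wild type replicate 2 of the EC-Rbpj-KO set) to 5 (without wild type replicate 2 of the EC-N1ICD set). Genes higher in both (35) were 19 with an added constant, 7 with the filter at the 60th percentile, 126 at 1.5-fold, and 31 to 44 with 1 array left out. Genes lower in both (20) were 12 with the filter at the 60th percentile, 13 with the mean of all probe sets, 100 at 1.5-fold, and 13 (without EC-Rbpj-KO replicate 1) to 30.

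The number of lists changed was 17 in EC-N1ICD and 7 with an estimated correlation, and 12 in EC-Rbpj-KO, 2 with the filter at the 60th percentile and 0 with an estimated correlation, and 0 in either model with sex in the fit and an estimated correlation together. With 1 array left out it ran from 16 to 19 and from 8 to 13. The median of the immediate-early and stress list in EC-N1ICD turned to -0.12 with sex in the fit. Its adjusted p from camera was 0.806, and 0.943 with an estimated correlation. Within a model, this was the only list or named gene whose called direction turned in these alternatives. The difference between the models of the erythroid list (-0.51) turned to 0.18 without EC-N1ICD replicate 1. Smooth muscle and Wnt genes in EC-N1ICD kept their direction. They passed under each alternative that tested them (19 and 18) except sex in the fit with an estimated correlation (adjusted p of 0.103 each). The paper's classes were among the lists adjusted over each time. Among list results in EC-N1ICD 501 kept their side of the threshold, 37 lost it and 21 gained it; in EC-Rbpj-KO these were 493, 54 and 14. Among named gene results they were 3051, 233 and 77 in EC-N1ICD and 3137, 145 and 79 in EC-Rbpj-KO. Signals of genes below the filter lie close to background, which limits Heyl, Dll4, Notch4 and the ectopic class, and signals below the median of their arrays in 1 group limit the folds of Ankrd1, Ccdc141, Col8a1, Esm1, Ly86, Mpo, Ntn4 and Rgs18 in EC-N1ICD, of Dkk1, Dusp4, Ly86 and Sox11 in EC-Rbpj-KO and of Ch25h in both.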

Differences from the paper's values

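The comparisons with other probe sets and with ratios of arithmetic means were chosen after the values were seen, and the other settings before.

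An array fold was taken to differ where its sign differed from the paper's or the log2 values lay further apart than the SD between replicates here, so that close folds differ where replicates lie close (Pgf, SD 0.07) and wider gaps do not where replicates spread (Esm1, the paper's 3.41 and 2.85 here, SD 0.47). An RT-PCR value also had to lie over 1.5-fold away. The paper's folds are those of Additional File 4, which states no threshold, and the folds here are ratios of geometric means on the probe set with the highest signal. Of its 26 folds in EC-Rbpj-KO, 23 lie within 0.02 of a ratio of arithmetic means on 1 of the gene's probe sets, and in EC-N1ICD 1 of 26 does. Log2 folds of the paper and those here had a Pearson correlation across genes of 0.918 in EC-N1ICD and 0.967 in EC-Rbpj-KO, with the same sign for 26 and 25 of 26 genes.

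For Col8a1 in EC-N1ICD the paper's value is 4.88 and the value here 1.20, with the difference kept under each alternative set before the data were examined; another probe set had a ratio of arithmetic means of 5.30. For Flt1 in EC-N1ICD the paper's value is 1.94 and the value here 1.50, with no difference without EC-N1ICD replicate 2 or without wild type replicate 1 of that set, and a difference under the other alternatives. For Flt1 in EC-Rbpj-KO the paper's value is 1.07 and the value here -1.04, with no difference after median centring, with the mean of all probe sets or without EC-Rbpj-KO replicate 1, nor on another probe set (1.09). For Ntn4 in EC-N1ICD the paper's value is 5.76 and the value here 4.46, with no difference without EC-N1ICD replicate 2 alone; its wild type signals of 18 and 18 lie below the median of all probe sets on their arrays, so that background limits this fold (2.84 with an added constant) and the gap is not exact. The wild type signals of Col8a1 (49 and 42), Esm1 (34 and 29) and Heyl (49 and 33) in that set lie below that median as well. For Vegfc in EC-Rbpj-KO the paper's value is -2.50 and the value here -1.39, with the difference kept under each alternative set before the data were examined; another probe set gave -2.47. For Vtn in EC-Rbpj-KO the paper's value is 3.15 and the value here 4.74, with no difference with the mean of all probe sets alone, nor on another probe set (3.16). For Wnt4 in EC-N1ICD the paper's value is 2.09 and the value here 1.66, and for Pgf in EC-N1ICD they are the paper's 1.93 and 1.77 here, both differing under each alternative set before the data were examined. For Hhip in EC-N1ICD the paper's value is -2.33 and the value here -1.05, and in EC-Rbpj-KO the paper's -1.39 and -2.00 here, both kept under each alternative set before the data were examined; another probe set of Hhip gave -1.73 and -1.40. For Saa1 in EC-N1ICD the paper's value is -2.39 and the value here -1.31, kept under each alternative set before the data were examined; another probe set gave -2.78.

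The paper's text also gives RT-PCR values, which are another assay on the same kind of tissue. For Hey1 in EC-N1ICD the paper's fold is 4.4 and the array fold here 2.51, with no difference without wild type replicate 1 of that set alone. For Heyl the paper's fold is 20.5 and the array fold here 2.13, for Dll4 the paper's 2.5 and 1.03 here, both differing under each alternative set before the data were examined. In EC-Rbpj-KO the paper's percent of wild type is 35% for Hey1, 8% for Vegfc and 74% for Pgf, and the array values here are 95.1%, 72.0% and 145%, each differing under every alternative set before the data were examined. For Tgfb2 in EC-N1ICD the paper's fold is 4.7 and the array fold here 2.66, with no difference without wild type replicate 2 of that set alone. For Tgfb2 in EC-Rbpj-KO the paper's value is 49% and the array value here 139%, with no difference without wild type replicate 2 of that set alone.

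The paper states that the arrays show lower Hey1 and Heyl in EC-Rbpj-KO. Here the log2 fold changes were -0.07 and -0.20 and passed the test under none of the alternatives, while both were higher in EC-N1ICD by 1.33 and 1.09. The paper states that it identified no gene as lower in EC-N1ICD and higher in EC-Rbpj-KO. The size rule gave 3 (Hp, Mpo and Rgs18), and limma gave 0. The size rule at the 60th percentile filter also gave 0, as did leaving out wild type replicate 2 of the EC-Rbpj-KO set. The paper places its class of genes higher in EC-N1ICD and lower in EC-Rbpj-KO as a class that falls in EC-Rbpj-KO. Of 14 tested, 10 had negative and 4 positive log2 fold changes, and 3 fell. For Ccn2, listed there as Ctgf, the ratio of geometric means in EC-Rbpj-KO was 1.03 and that of arithmetic means 1.18, the paper's fold in Additional File 4 being 1.18 too, and neither is lower than wild type; without EC-Rbpj-KO replicate 1 the signed fold was -1.68, not past the test. The paper states higher Pgf in EC-N1ICD and lower Vegfc in EC-Rbpj-KO on the arrays. Pgf was higher on both EC-N1ICD arrays than on both wild type arrays, with an adjusted p of 0.161 from limma. Vegfc had a log2 fold change of -0.47 in EC-Rbpj-KO with an adjusted p of 0.396. Another probe set of Vegfc had a signed ratio of arithmetic means of -2.47 there, against the paper's -2.50 in Additional File 4.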

Other observations

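The comparison of probe sets of the same gene was chosen after the values were seen, while the tests of lists and genes were planned, and no hypothesis was tested in this part.

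Genes of other groups changed as well. In EC-Rbpj-KO yolk sacs, Adm, a vasodilator peptide gene induced by low oxygen, rose 3.73-fold, Ndrg1, a stress response gene, rose 3.61-fold and Ddit4, an inhibitor of mTOR signaling, rose 4.18-fold. They were the 3 of 22 hypoxia and glycolysis genes that rose, while Pfkp fell, 10 rose and 1 fell when adjusted over the list alone, and the list had an adjusted p of 5.13e-04 from camera (0.249 with an estimated correlation). The call of Ddit4 ended without wild type replicate 1 of that set. Csf1r, the receptor for macrophage colony-stimulating factor, rose 2.89-fold in EC-Rbpj-KO, the 1 of 11 hematopoietic progenitor and myeloid genes to pass (3 when adjusted over the list alone; list adjusted p = 0.00138, 0.249 with an estimated correlation). Interferon response genes had an adjusted p of 1.83e-04 in EC-N1ICD (0.147 with an estimated correlation), where the RNA sensor Ifih1 rose 3.29-fold (1 of 6, and 3 when adjusted over the list alone). In EC-Rbpj-KO the list had an adjusted p of 0.00209 (0.249 with an estimated correlation), and 0 of its 6 genes passed limma's threshold (3 at an unadjusted p under 0.05, 1 with the test named in the paper's methods, 3 when adjusted over the list alone). In EC-N1ICD targets of YAP and SRF had an adjusted p of 3.51e-07 (0.107 with an estimated correlation), with Ankrd1 past the threshold among 10 genes (4 when adjusted over the list alone), and in EC-Rbpj-KO one of 0.141. Hypoxia genes in EC-N1ICD had an adjusted p of 0.00659 (0.205 with an estimated correlation; 5 rose and 1 fell when adjusted over the list alone).

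In EC-Rbpj-KO, Cubn and Lrp2, endocytic receptors of the visceral endoderm, fell by 0.34 and 1.16 on the log2 scale, and Cited1, a transcriptional coregulator, fell by 0.80. These were the 3 of 25 visceral endoderm genes that fell (5 fell and 1 rose when adjusted over the list alone; list adjusted p = 0.0962). In EC-N1ICD 0 of them passed limma's threshold (4 at an unadjusted p under 0.05, 2 with that test; list adjusted p = 0.166). Sox17, an endothelial transcription factor, rose 2.62-fold and the arterial gap junction gene Gja4 fell by 1.42 in EC-Rbpj-KO, in an arterial list with an adjusted p of 0.263 there and of 0.0555 in EC-N1ICD. Aplnr, the apelin receptor, fell by 1.44 in EC-N1ICD and its ligand gene Apln rose 2.51-fold in EC-Rbpj-KO. The lists that hold them had adjusted p of 0.146 (venous, EC-N1ICD), 0.674 (venous, EC-Rbpj-KO), 0.0126 (tip cell, EC-N1ICD; 0.239 with an estimated correlation) and 0.140 (tip cell, EC-Rbpj-KO). Immediate-early and stress genes had adjusted p of 0.00390 in EC-N1ICD (0.293 with an estimated correlation), with Jun and Gadd45b up, and of 0.0302 in EC-Rbpj-KO (0.487), with Gadd45b up and Junb and Myc down; when adjusted over the list alone 5 of 17 rose and 1 fell in EC-N1ICD, and 5 rose and 2 fell in EC-Rbpj-KO. Cell cycle genes had adjusted p of 0.0241 in EC-N1ICD (0.204 with an estimated correlation) and 0.949 in EC-Rbpj-KO, where their median was negative and the test pointed upward. In EC-N1ICD the calls of Ankrd1, Aplnr, Gadd45b, Ifih1 and Jun ended without EC-N1ICD replicate 1, without either wild type array and with sex in the fit. In EC-Rbpj-KO those of Cited1, Cubn, Gja4, Junb, Lrp2 and Myc ended without either wild type array, that of Apln without wild type replicate 2 and that of Pfkp without wild type replicate 1. The list calls in EC-N1ICD of YAP and SRF targets, tip cell and cell cycle genes ended with sex in the fit, at medians of 0.08, 0.11 and 0.02 against 0.56, 0.38 and 0.12 (adjusted p of 0.202, 0.228 and 0.475). The cell cycle call there also ended after median centring and without EC-N1ICD replicate 2 or wild type replicate 1, those of hypoxia and immediate-early genes without wild type replicate 1, and those of immediate-early and interferon genes with the filter at the 60th percentile. In EC-Rbpj-KO the interferon call ended with that filter, and the immediate-early call with it, after quantile normalization or median centring, without EC-Rbpj-KO replicate 1 and with sex in the fit.

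The remaining lists did not pass with camera. Their adjusted p in EC-N1ICD and EC-Rbpj-KO were 0.613 and 0.647 for TGF-beta and BMP signaling, 0.246 and 0.215 for mesoderm and extracellular matrix, 0.126 and 0.111 for cardiac muscle, 0.766 and 0.303 for trophoblast and decidua, and 0.179 and 0.949 for the shear stress response. Those of hematopoietic progenitor and myeloid genes in EC-N1ICD, megakaryocyte genes in EC-Rbpj-KO and smooth muscle genes in EC-Rbpj-KO were 0.644, 0.585 and 0.181. Some of these results passed under some alternatives. Cardiac muscle did not pass under 14 of 19 in EC-N1ICD and 15 of 19 in EC-Rbpj-KO. In EC-N1ICD the shear stress response did not pass under 16 of 18, and TGF-beta and BMP signaling under 18 of 19. The other results listed here passed under none. Embryonic neural genes had 2 tested members, too few to test. Of the called genes in EC-N1ICD 24 had other probe sets, of which 36 moved in the same direction and 1 in the opposite one, and of those in EC-Rbpj-KO 215 had other probe sets, of which 299 moved in the same direction and 23 in the opposite one.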
